# Defining cell type-specific immune responses in a mouse model of allergic contact dermatitis by single-cell transcriptomics

**DOI:** 10.7554/eLife.94698

**Published:** 2024-08-30

**Authors:** Youxi Liu, Meimei Yin, Xiaoting Mao, Shuai Wu, Shuangping Wei, Shujun Heng, Yichun Yang, Jinwen Huang, Zhuolin Guo, Chuan Li, Chao Ji, Liu Hu, Wenjie Liu, Ling-juan Zhang

**Keywords:** Skin inflammation, Allergic contact dermatitis, IFNγ, dermal fibroblasts, preadipocytes, type 1 inflammation, Mouse

## Abstract

Allergic contact dermatitis (ACD), a prevalent inflammatory skin disease, is elicited upon repeated skin contact with protein-reactive chemicals through a complex and poorly characterized cellular network between immune cells and skin resident cells. Here, single-cell transcriptomic analysis of the murine hapten-elicited model of ACD reveals that upon elicitation of ACD, infiltrated CD4^+^ or CD8^+^ lymphocytes were primarily the IFNγ-producing type 1 central memory phenotype. In contrast, type 2 cytokines (IL4 and IL13) were dominantly expressed by basophils, IL17A was primarily expressed by δγ T cells, and IL1β was identified as the primary cytokine expressed by activated neutrophils/monocytes and macrophages. Furthermore, analysis of skin resident cells identified a sub-cluster of dermal fibroblasts with preadipocyte signature as a prominent target for IFNγ^+^ lymphocytes and dermal source for key T cell chemokines CXCL9/10. IFNγ treatment shifted dermal fibroblasts from collagen-producing to CXCL9/10-producing, which promoted T cell polarization toward the type-1 phenotype through a CXCR3-dependent mechanism. Furthermore, targeted deletion of *Ifngr1* in dermal fibroblasts in mice reduced *Cxcl9/10* expression, dermal infiltration of CD8^+^ T cell, and alleviated ACD inflammation in mice. Finally, we showed that IFNγ^+^ CD8^+^ T cells and CXCL10-producing dermal fibroblasts co-enriched in the dermis of human ACD skin. Together, our results define the cell type-specific immune responses in ACD, and recognize an indispensable role of dermal fibroblasts in shaping the development of type-1 skin inflammation through the IFNGR-CXCR3 signaling circuit during ACD pathogenesis.

## Introduction

Allergic contact dermatitis (ACD), one of the most common skin inflammatory diseases, is affecting 15–20% of the world population (Vocanson et al., 2009). It is a delayed-type hypersensitivity reaction triggered by repeated skin contact with protein-reactive chemicals with low molecular weight, such as haptens. A typical hapten-induced ACD reaction involves a sensitization phase, followed by an elicitation phase. In the sensitization phase, high doses of low-molecular-weight haptens (<500 Da) penetrate through the skin stratum corneum and are captured by Langerhans cells and dendritic cells, which process these antigens and present them to naïve T cells in the skin-draining lymph nodes, priming and clonally expanding the hapten-specific T cells systemically (Kaplan et al., 2012). In the elicitation phase, skin re-exposure to haptens (even at low doses) triggers the activation of hapten-specific T cells and a cascade of inflammatory reactions, generally, 24–72 hr after exposure (Manresa, 2021).

Hapten-triggered innate immune response involves the release of a panel of proinflammatory cytokines and/or chemokines, such as IL1β, TNFα, CXCL9/10, CCL17, and CCL20, which contribute to T cell trafficking to the skin (Kaplan et al., 2012; Meller et al., 2007; Dufour et al., 2002). Most of the T cells are recruited by chemokines in an antigen-non-specific manner, but when the recruited T cells encounter specific antigen, T cells proliferate and are activated locally, initiating the inflammatory cascade and promoting the influx and/or activation of cytotoxic cells (CD8^+^ T cells and natural killer T cells), mast cells (MCs) and M1-polarized inflammatory macrophages (MACs) (Vocanson et al., 2009; Dufour et al., 2002; Chai et al., 2022). Both CD4^+^ and CD8^+^ T cells are involved in inflammatory responses, and CD8^+^ T cells are considered the main effector cells (Chai et al., 2022; Vocanson et al., 2006). Recruited lymphocytes secrete a panel of inflammatory cytokines, such as IFNγ, IL4, IL13 and IL17, which act on skin-resident cells such as keratinocytes, upregulating the expression of adhesion molecules and cytokines/chemokines, thereby recruiting more T cells, macrophages, mast cells to the affected site (Kaplan et al., 2012). However, the cell-type-specific immune response driving ACD pathology still remains poorly defined.

Dermal fibroblasts (dFBs), the main resident cell type in skin dermis, are highly heterogeneous, and can be classified based on their anatomical location (Huang et al., 2022). By single-cell RNA-seq (scRNA-seq), we have recently classified dFBs into distinct non-adipogenic and adipogenic sub-groups, and defined several dermal adipocyte lineage cells (Sun et al., 2023). The primary function of dFBs is to provide structural support for the skin by producing extracellular matrix (ECM) molecules, such as collagen and proteoglycans (Huang et al., 2022), and emerging new studies have recognized that dFBs also have important innate immune functions. We have shown that adipogenic dFBs fight against bacterial infections by producing antimicrobial peptides (Zhang et al., 2021; Zhang et al., 2019; Zhang et al., 2015). In addition, a recent study identified a dFB subset that is involved in activating cytotoxic CD8^+^ T cells during vitiligo pathogenesis (Xu et al., 2022). However, how dFBs are involved in the inflammatory circuit with lymphocytes during ACD pathogenesis remains largely unexplored.

In this study, ACD was induced in mice by sequential application of 2,4-dinitrofluorobenzene (DNFB), and this is the most commonly used murine model for ACD (Manresa, 2021; Karsak et al., 2007; Miyake et al., 2022). In-depth scRNA-seq analysis was performed to characterize of how cytokines associated with ACD were differentially expressed by various immune or skin resident cells. In addition to immune cells, we performed in-depth analysis of the immune response of dFBs. Furthermore, the interaction between dFBs and T cells was investigated by in vitro and in vivo approaches. Finally, human ACD skin samples were analyzed to validate the clinical relevance of our observations in mice. Results from this study provide a better understanding of the cell-type specific immune responses underlying ACD pathogenesis, and unravel the previously unknown role of dFBs in shaping the type 1 immune response in ACD.

## Results

### Characterization of mouse allergic skin immune response by single cell RNA transcriptomic analysis

Mice were first sensitized to hapten by applying high dose of DNFB to dorsal skin, and 6 days after sensitization, ACD was elicited by applying a low dose of DNFB to the ears (Figure 1A; Manresa, 2021). The development of skin erythema and thickening peaked at ~24 hr and lasted until ~60 hr post-treatment (*p.t*.) (Figure 1—figure supplement 1A and B). Histological analyses showed that the skin dermis drastically expanded at 24 hr *p.t*., and the dermis became heavily infiltrated with mononuclear cells by 60 hr *p.t*. (Figure 1—figure supplement 1C).

**Figure 1.**
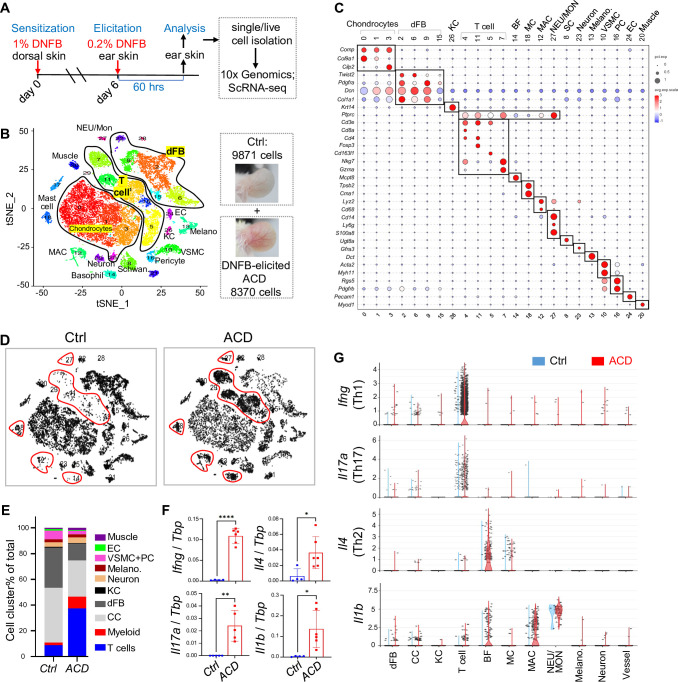
Characterization of mouse allergic skin immune response by single cell RNA transcriptomic analysis. (**A**) Overview of the experimental setting. Allergic contact dermatitis (ACD)-like skin inflammation was triggered by sequential sensitization and elicitation of ACD by topical application of 1% or 0.2% DNFB on dorsal or ear skin as indicated. Ear skin was collected at 60 hr post-elicitation for analyses. (**B**) tSNE plots showing the distribution of various cell clusters marked by a color code. (**C**) Bubble plots showing the expression of marker genes for each cell cluster. Abbreviations: *dFB*, dermal fibroblast; *MC*, mast cell; *MAC*, macrophage; *BF*, basophil; *NEU*, neutrophil; *Mon*, monocytes; *VSMC*, vascular smooth muscle cell; *PC*, pericytes; *KC*, keratinocyte; *EC*, endothelial cell; *SC*, Schwann cell. (**D**) tSNE plots showing how cells were differentially distributed in control and ACD skin samples. Red lines circle key immune cell populations. (**E**) Stacked bar graph showing the percentage of each cell cluster in the control and ACD samples. (**F**) qRT-PCR analysis showing the expression of indicated genes (n=4–6/group). (**G**) Violin plots showing the expression of indicated genes in the control and ACD samples.

**Figure 1—figure supplement 1.**
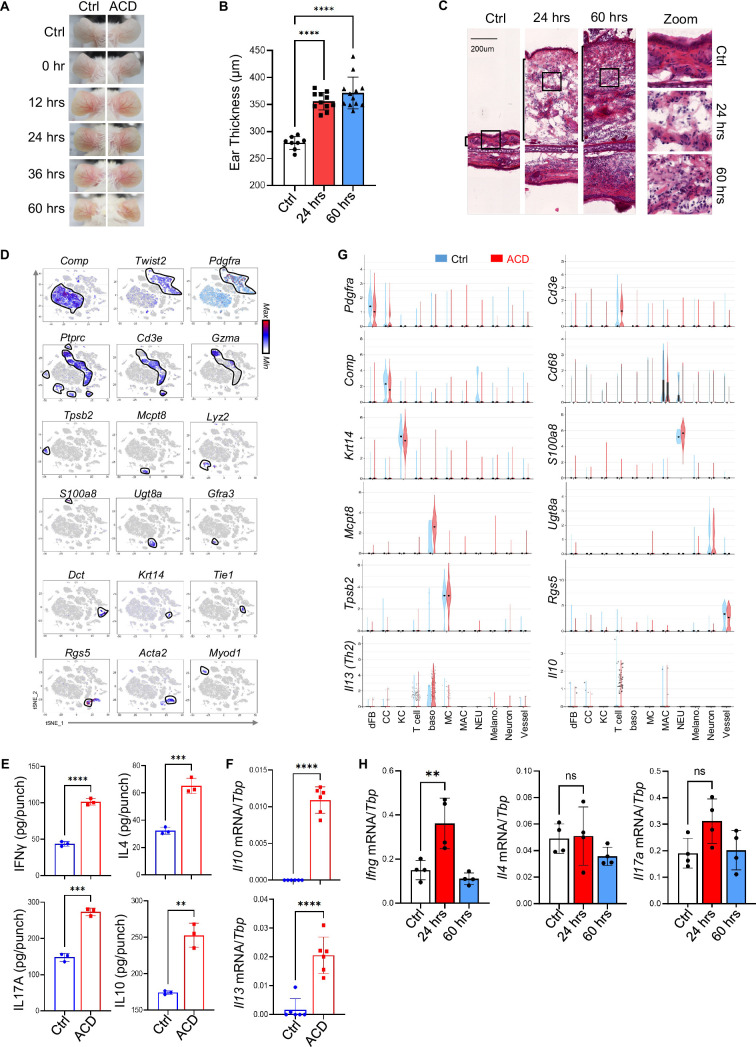
Establishment of the DNFB-elicited ACD mouse model. (**A**) Phenotypical presentation of mouse back skin after 0 hr, 12 hr, 24 hr, 36 hr and 60 hr of treatment. (**B–C**) Ear skin samples from control, ACD (24 hr) and ACD (60 hr) groups were subjected for measurement of ear thickness (**B**) (n=8~12/group) and histological HE analysis (**C**). (**D**) tSNE plots showing the expression of indicated marker genes. Cell clusters expressing indicated markers were circled by black lines. (**E**) Cell extracts isolated from control and ACD (60 hr) ear skin samples were subjected to ELISA analysis of IFNγ, IL4, IL17A and IL10 protein expression as indicated (n=3/group). (**F**) Ear skin samples from control and ACD (60 hr) treatments were subjected to qRT-PCR analysis of *IL13, and Il10* mRNA expression as indicated (n=4–6/group). (**G**). Violin plots showing the expression of indicated marker genes across various cell types, including *Pdgfra ^+^Comp^-^* dermal fibroblasts (+), *Comp^+^* + (CC), *Krt14^+^* + (KC), *Cd3^+^* or *Gzma^+^* T cells, *Mcpt8^+^* + (baso), *Tpsb2^+^* + cells (MC), *Cd68^+^Lyz2^+^*macrophages (MAC), *Ly6g^+^*neutrophils (NEU), *Dct^+^* + (Melano.), neuron-related cells (*Ug8a^+^*schwann cell and *Gfra3^+^* neuron), vessel-related cells (*Rgs5^+^* pericytes, *Acta2^+^ Rgs5 *VSMC, and *Pecam1^+^ Tie1^+^*endothelial cells) in ctrl and ACD samples. (**H**). Skin draining lymph node samples from control and ACD (24 and 60 hr) –treated mice were subjected to qRT-PCR analysis of *Ifng*, *IL4, and Il17a* mRNA expression as indicated (n=4/group). All error bars indicate mean ± SEM. **p<0.01, ***p<0.001, ****p<0.0001, ns, non-significant.

To characterize the cell type-specific immune responses in this DNFB-elicited mouse ACD model, we performed scRNA-seq of control and ACD ear skin samples, and identified up to 30 cell clusters (Figure 1B), which were grouped into several cell types, including chondrocytes, dermal fibroblasts, keratinocytes, T cells, myeloid cells (basophils/BFs, mast cells/MCs, macrophages/MACs, neutrophils/NEUs, monocytes/Mon) and other skin resident cells based on marker gene expression (Figure 1C, Figure 1—figure supplement 1D, and Supplementary file 2). 

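Each condition was 1 scRNA-seq library of ear skin, so there are no replicates and no test of ACD against control was possible. ACD mice were sensitized with 1.0% DNFB, elicited on day 6 with 0.2% DNFB and sampled at 60 hr. The authors aligned the reads to mm10-1.2.0 with Cell Ranger and deposited unique molecular identifier (UMI) counts per gene and barcode, not normalized. The control library held 12895 barcodes and 99037698 UMIs (medians 6758 UMIs and 2311 genes per barcode), and the ACD library 13163 barcodes and 126566870 UMIs (medians 7393 and 2348). From there, cells were filtered on the limits in the methods, with the 25000-UMI limit read as an upper one, and clustered together. Genes that the paper reports as results were left out of the clustering, so they could not define a cluster. Of 35 clusters, 31 were given a "-like" class name from marker genes listed in advance, with naming thresholds set after the clusters had been seen, and 4 stayed unnamed. T/NK/ILC-like, dFB-like and mononuclear phagocyte-like cells were clustered again into 13, 16 and 9 sub-clusters. T cell receptor genes (Trac, Trbc2, Trdc) and Ighm are absent from the annotation of the files and could not serve as markers. Of these sub-clusters, 2, 2 and 3 carried the genes of a second class and were set apart as mixed (3.30% of control and 4.24% of ACD cells); unnamed cells made up 12.8% and 11.6%. No doublet caller was used, and Scrublet calls were left out as an alternative. Levels are UMI sums of a class scaled to 1000000 UMIs, and ranges in parentheses are exact 95% intervals, Poisson for sums and Clopper-Pearson for shares, that cover counting error only. Ratios are log2 of ACD over control, identifiers are those of the files, and positions are on GRCm38. The names were rebuilt here, so a class need not hold the same cells as the cluster of that name in the paper.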

Note that because cluster 27 expressed both neutrophil marker *Ly6g* (Lee et al., 2013) and monocyte marker *Cd14* (Antal-Szalmas et al., 1997), we named this cluster ‘NEU/Mon’. Furthermore, differential cell distribution plots (Figure 1D) showed that lymphocytes and myeloid cells were the main cell types recruited to the skin after elicitation of ACD (Figure 1E).

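*Cd14* (ENSMUSG00000051439, 18:36725067–36726798) reached 9488 (9094 to 9894) UMIs per 1000000 in the 70 neutrophil-like ACD cells and 9273 (7719 to 11048) in the 4 neutrophil-like control cells. In macrophage-like cells of ACD its level was 1667 (1537 to 1805), and in all mononuclear phagocyte-like cells 639 (608 to 672). *Ly6g* (ENSMUSG00000022582, 15:75155240–75159126) served as a marker in naming the neutrophil-like class, so its presence there is no separate result. Its counts were low, 10 UMIs in ACD and 3 in control. The cluster was led by S100a9, S100a8 and Retnlg, with *Cd14* next.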

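T/NK/ILC-like cells made up 6.84% (6.40 to 7.30%) of control cells (835 of 12213) and 28.8% (28.0 to 29.6%) of ACD cells (3358 of 11665), a log2 ratio of 2.07 (1.96 to 2.19). Myeloid classes together (mononuclear phagocyte-like, neutrophil-like, basophil-like and mast cell-like) rose from 1.61% (1.40 to 1.85%, 197 cells) to 7.12% (6.66 to 7.60%, 830 cells), a log2 ratio of 2.14 (1.92 to 2.37). Over the same 2 libraries, dFB-like cells went from 26.8% (25.97 to 27.5%) to 11.4% (10.8 to 12.0%) and chondrocyte-like cells from 34.4% (33.5 to 35.2%) to 25.1% (24.3 to 25.9%). The share of T/NK/ILC-like cells moved most when chondrocyte-like cells were left out of the denominator, to 10.4% of 8016 control cells and 38.4% of 8737 ACD cells (log2 ratio 1.88). Shares within a library depend on which cells survived dissociation, and 1 library per condition cannot separate that from recruitment.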

ACD is an inflammatory skin disease, driven by a complicated cell-cell network mediated by several T cell-associated cytokines, including Th1 cytokine IFNγ, Th2 cytokines IL4, IL13, and Th17 cytokine IL17 (Howie et al., 1996). In addition, IL10 participates in skewing of the Th2 response in a murine model of ACD (Laouini et al., 2003), and IL1β is induced in ACD and potentiates the immune response from both T cells and resident cells (Terui et al., 2021). 

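Total UMIs in all cells kept (control, then ACD) were 140 and 7258 for *Ifng* (ENSMUSG00000055170, 10:118441046–118445892), 670 and 4690 for *Il17a* (ENSMUSG00000025929, 1:20730905–20734496), and 34 and 194 for *Il10* (ENSMUSG00000016529, 1:131019845–131024974). They were 38 and 704 for *Il4* (ENSMUSG00000000869, 11:53602982–53618669), 260 and 2127 for *Il13* (ENSMUSG00000020383, 11:53631324–53634702), and 736 and 8526 for *Il1b* (ENSMUSG00000027398, 2:129364570–129371139). In ACD, T/NK/ILC-like cells held 86.3% (85.5 to 87.1%) of *Ifng* UMIs, 84.3% (83.3 to 85.4%) of *Il17a* UMIs and 82.5% (76.4 to 87.5%) of *Il10* UMIs. δγT-like cells alone held 72.8% (71.5 to 74.0%) of *Il17a*, and Treg-like cells 46.9% (39.7 to 54.2%) of *Il10*. Basophil-like cells held 90.3% (87.9 to 92.4%) of *Il4* UMIs and mast cell-like cells 5.54% (3.97 to 7.496%). For *Il13*, basophil-like cells held 64.1% (62.0 to 66.1%) and T/NK/ILC-like cells 30.9% (29.0 to 32.9%), whereas in control T/NK/ILC-like cells held 76.2%. *Il1b* UMIs lay in mononuclear phagocyte-like (51.6%, 50.6 to 52.7%), neutrophil-like (25.7%, 24.8 to 26.6%) and basophil-like cells (17.98%, 17.2 to 18.8%). With every cell thinned to 2000 UMIs, which removes the weight of deeply sequenced cells, the mononuclear phagocyte-like part of *Il1b* moved furthest, to 32.3%. Mixed cells held 10.3% of *Il17a* and 13.4% of *Il10* UMIs.

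**Figure D1:**
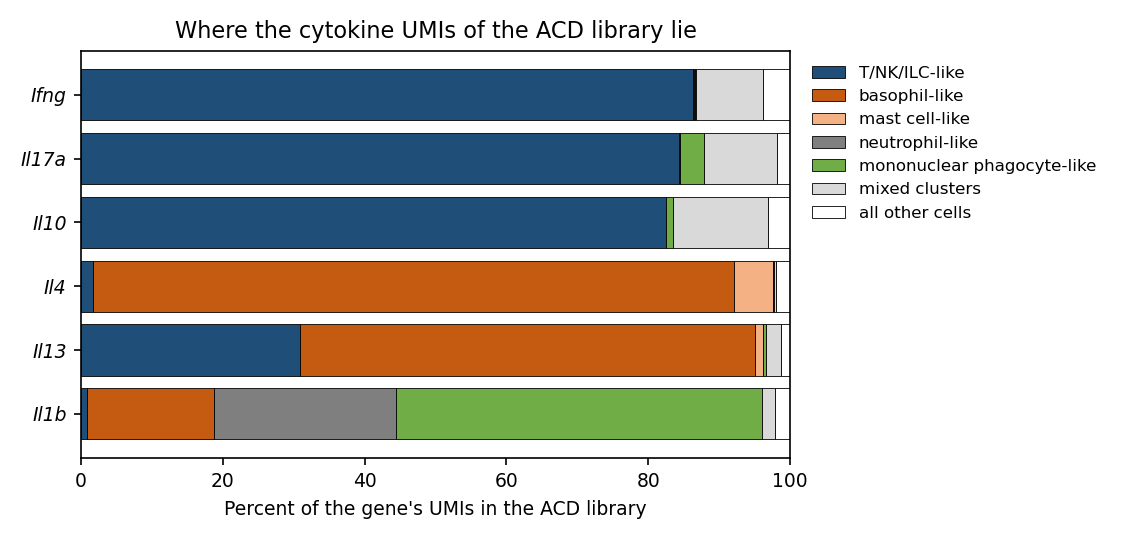
Percent of the UMIs of each cytokine (y axis, 6 genes) in each group of ACD cells (x axis, stacked to 100%). Basophil-like cells hold 90.3% of *Il4* and T/NK/ILC-like cells 86.3% of *Ifng*.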

First, we confirmed that the expression of these cytokines was significantly elevated in ACD compared to that in the control skin samples (Figure 1F and Figure 1—figure supplement 1E and F). scRNA-seq gene expression plots revealed that *Ifng*, *Il17,* and *Il10* were primarily expressed by T cell sub-clusters as expected; to our surprise, *Il4* and *Il13* were primarily produced by basophils, and *Il1b* was detected at the highest levels in the neutrophil/monocyte cluster and at intermediate levels in other myeloid cells, including basophils and macrophages (Figure 1G, Figure 1—figure supplement 1G). Furthermore, we found that the expression of *Ifng*, but not *Il4* or *Il17a*, was rapidly induced in skin draining lymph nodes at 24 hr after ACD elicitation (Figure 1—figure supplement 1H). This suggests a robust and systemic activation of type 1 memory T cell response in the early stage of ACD, and the migration of these lymphatic memory T cells to the skin may contribute to the exacerbation of skin inflammation.

### T cells are primarily polarized to the IFNγ-producing type-1 inflammatory phenotype in ACD

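Re-clustering of T/NK/ILC-like cells gave 13 sub-clusters, 9 with a name. They were 1 CD4+-like (led by Cd4, Csf2 and Cd40lg), 2 CD8+-like, 1 Treg-like (Foxp3, Ctla4, Izumo1r), 1 NK/ILC1-like (Tyrobp, Klra1, Irf8) and 3 δγT-like. The last named sub-cluster was dendritic epidermal T cell (DETC)-like, led by Avil and Cd7, with 124 control and 116 ACD cells. Cell-cycle and histone genes led the second CD8+-like sub-cluster (Hist1h1b, Birc5, Mki67) and 1 of the δγT-like sub-clusters (Cenpf, Ube2c, Top2a). Hemoglobin genes (Hbb-bt, Hbb-bs) stood among the 10 leading genes of the Treg-like sub-cluster. A sub-cluster with *Il13* among its leading genes, next to Sncg and Cysltr1, matched ILC2 markers best yet had none of them among its 10 leading genes, and stayed unnamed. No sub-cluster was named NKT-like. The 2 mixed sub-clusters were led by chondrocyte or fibroblast genes (Col8a1, Cytl1 and Wif1 in one, Postn and Col1a1 in the other).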

To further define the T cell-specific immune response in ACD, T cell clusters were re-grouped into eight clusters (r0~r7; Figure 2A), which were defined as CD8^+^, CD4^+^, Treg, δγT, NKT, NK/ILC1, and ILC2, based on marker gene expression (Figure 2—figure supplement 1A and B). ACD led to a notable increase in the percentage of CD8^+^, CD4^+^, Treg, and NK/ILC1, but not in that of δγT and ILC2 cells (Figure 2B). 

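Among T/NK/ILC-like cells (835 control, 3358 ACD), CD4+-like cells rose from 5.75% (4.27 to 7.55%) to 18.7% (17.4 to 20.0%), a log2 ratio of 1.70 (1.27 to 2.15). CD8+-like cells rose from 2.51% (1.56 to 3.82%) to 23.9% (22.5 to 25.4%), a log2 ratio of 3.25 (2.63 to 3.95), and Treg-like cells from 4.79% (3.44 to 6.47%) to 15.1% (13.9 to 16.3%), 1.65 (1.19 to 2.16). NK/ILC1-like cells went from 6 control cells, 0.719% (0.264 to 1.56%), to 613 ACD cells, 18.3% (17.0 to 19.6%), 4.67 (3.54 to 6.12). The δγT-like share fell from 44.2% (40.8 to 47.6%) to 17.2% (15.9 to 18.5%), -1.36 (-1.55 to -1.17), though the number of these cells was 369 in control and 578 in ACD. DETC-like cells fell from 14.9% (12.5 to 17.4%) to 3.45% (2.86 to 4.13%). The unnamed *Il13*-led sub-cluster, closest to ILC2, fell from 25.5% (22.6 to 28.6%) to 2.65% (2.13 to 3.25%). Gating on UMIs of the lineage markers instead of clusters moved the CD4+-like share most, to 3.95% and 18.2% (log2 ratio 2.21). CD8+-like gates gave 1.68% and 19.9%.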

Antigen-specific CD8 or CD4 memory T cells can be classified into CD62^hi^/CCR7^hi^/CD28^hi^/CD27^hi^/CX3CR1^lo^ central memory T cells (Tcm), CX3CR1^hi^/Cd28^hi^/Cd27^lo^/CD62^lo^/CCR7^lo^ effector memory T cells (Tem), and CD49a^hi^/CD103^hi^/ CD69^hi^/BLIMP1^hi^ tissue-resident memory T cells (Trm) (Cheon et al., 2023; Martin and Badovinac, 2018; Benichou et al., 2017; Park et al., 2023; Mackay et al., 2013). We observed that in ACD skin, CD4^+^ and CD8^+^ T cells predominantly expressed marker genes associated with Tcm including *Cd28*, *Cd27*, *Ccr7*, and *S1pr1/Cd62l*. In contrast, marker genes associated with Tem (*Cx3cr1*) and Trm (*Itga1/Cd49a*, *Itgae/Cd103*, *Cd69* and *Prdm1/Blimp1, Cd127/Il7r*) were only scarcely expressed in these αβ T cells (Figure 2—figure supplement 1C–D). These results suggest that ACD predominantly triggers a central memory T cell response in the skin.

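In ACD, UMIs per 1000000 in CD4+-like and CD8+-like cells were 547 (523 to 572) and 313 (299.9 to 326) for *Cd28* (ENSMUSG00000026012, 1:60716800–60773359), 53.8 (46.5 to 62.0) and 91.6 (84.7 to 99.0) for *Cd27* (ENSMUSG00000030336, 6:125232622–125237010), and 138 (126 to 150.3) and 80.0 (73.5 to 86.9) for *Ccr7* (ENSMUSG00000037944, 11:99144196–99155077). They were 64.3 (56.2 to 73.2) and 21.2 (17.9 to 24.9) for *S1pr1* (ENSMUSG00000045092, 3:115710433–115715072). After thinning to 2000 UMIs, *Cd28* was found in 60.8% of CD4+-like and 46.7% of CD8+-like ACD cells (unthinned 87.2% and 80.6%). Chondrocyte-like cells, which stand for background, gave 4.41% (unthinned 15.0%). Median depths were 5102, 7044 and 8860.5 UMIs in the 3 classes, and 17, 20 and 24 cells with fewer than 2000 UMIs were left out. *Cd28* was also among the 10 leading genes of the CD4+-like sub-cluster, although it was not used to form it.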

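*Cx3cr1* (ENSMUSG00000052336, 9:119901616–120069879) stood at 2.54 (1.16 to 4.82) and 17.9 (14.9 to 21.4) UMIs per 1000000 in CD4+-like and CD8+-like ACD cells, *Itga1* (ENSMUSG00000042284, 13:114953096–115101964) at 6.48 (4.11 to 9.73) and 13.5 (10.9 to 16.5), and *Prdm1* (ENSMUSG00000038151, 10:44437177–44528501) at 19.2 (14.9 to 24.3) and 22.2 (18.9 to 26.02). Levels were higher for *Itgae* (ENSMUSG00000005947, 11:73090583–73147446), 61.7 (53.8 to 70.5) and 93.9 (86.9 to 101), and *Il7r* (ENSMUSG00000003882, 15:9505788–9530176), 238 (222 to 254) and 94.9 (87.8 to 102). *Cd69* (ENSMUSG00000030156, 6:129267325–129275436) had 760.5 (732 to 789.7) and 674 (655 to 694) UMIs per 1000000. At 2000 UMIs per cell, *Cd69* was found in 65.6% of CD4+-like and 65.6% of CD8+-like cells (unthinned 86.3% and 87.2%). The chondrocyte-like background was 0.654% (unthinned 1.98%), with the same cells left out and the same depths as for *Cd28*.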

**Figure 2.**
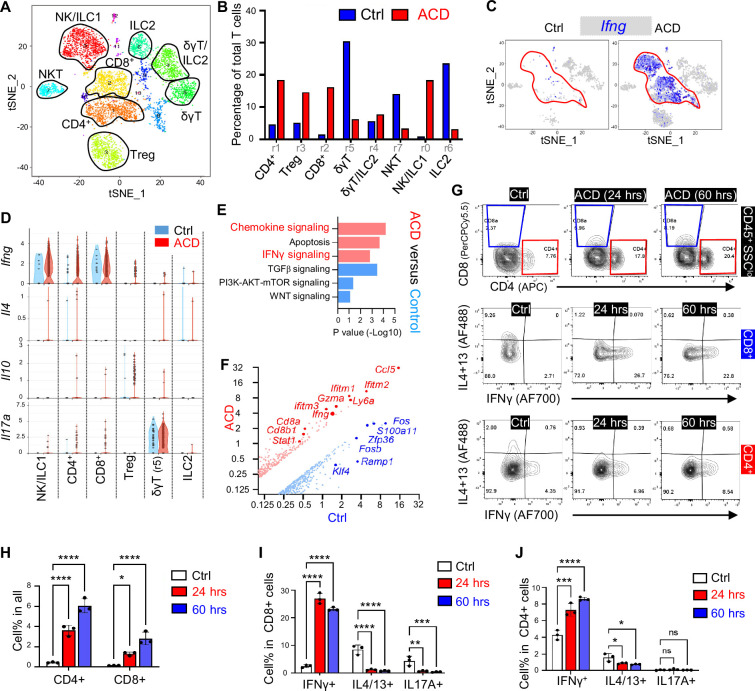
T cells are primarily polarized to the IFNγ-producing type-1 inflammatory phenotype in ACD. (**A**) tSNE plots showing cell distribution of the CD45^+^CD3^+^ or THY1^+^ T cell population after re-clustering. (**B**) Bar graphs showing the percentage of each T cell sub-cluster in the control and the ACD samples. (**C**) tSNE plots showing cell distribution or the expression of *Ifng* in the control and the ACD samples. (**D**) By sample violin plots showing the expression of indicated genes across various T cell sub-clusters. (**E**) WIKI pathway analysis showing the top upregulated (red) or downregulated (blue) pathways in CD4^+^ and CD8^+^ T cells in ACD compared to control skin. (**F**) Volcano plot showing differentially expressed genes in control and ACD samples within the CD4^+^ and CD8^+^ T cells. (**G–J**) FACS plots and/or quantified bar graphs showing the percentage of CD4^+^ or CD8^+^ T cells (upper panel in G), or the percentage of IFNγ^+^IL4/13^-^, IFNγ^-^IL4/13^+^, or IFNγ^-^IL17A^+^ **cells in CD8**^+^ (middle panel in G) and CD4^+^ (lower panel in G) T cells in control, ACD (24 hr) and ACD (60 hr) ear skin samples (n=3/group). All error bars indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, non-significant.

**Figure 2—figure supplement 1.**
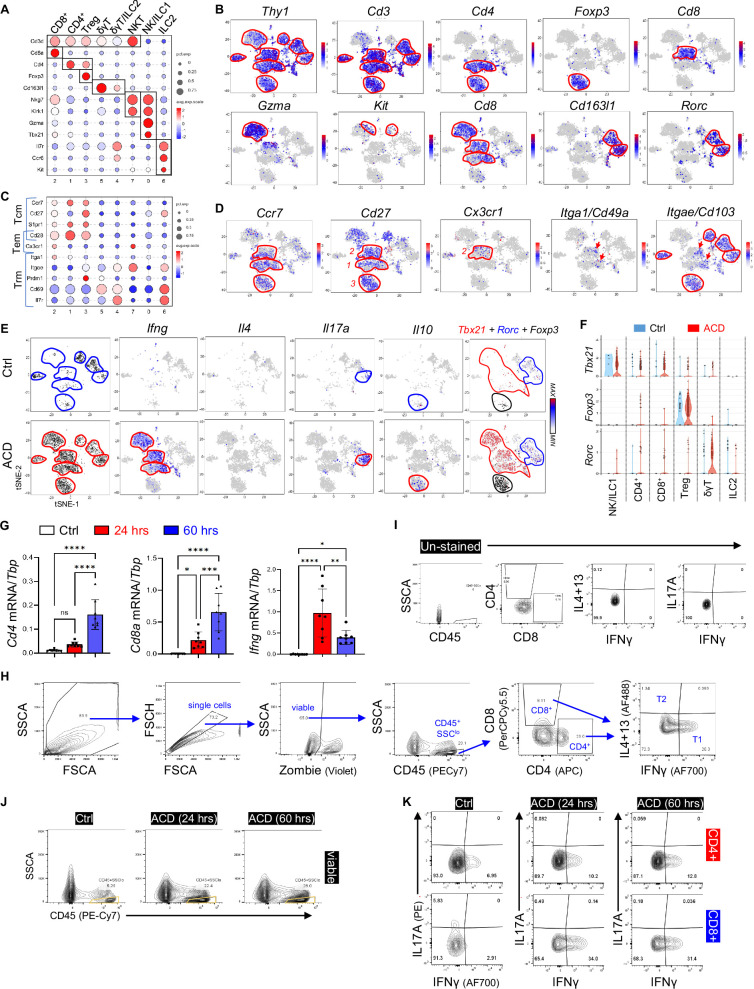
Characterization of T cell activation in ACD. (**A**) Bubble plots showing the expression of marker genes for each cell cluster. Abbreviations: *Treg*, regulatory T cell; *δγT*, delta gamma T cell; *ILC*, innate lymphoid cell; *NK*, natural killer cell; *NKT*, natural killer T cell. (**B**) tSNE plots showing the expression of marker genes for each T cell cluster. (**C–D**) Bubble plots (**C**) or tSNE plots (**D**) showing the expression of indicated marker genes associated with central memory (Tcm), effector memory (Tem) or tissue-resident memory (Trm) T cells for each cell cluster. (**E**) tSNE plots showing cell distribution or the expression of *Ifng, Il4, Il17a,* and *Il10* in the control and the ACD samples. Far right is the overlaid tSNE plots showing the expression of *Tbx21* (red), *Rorc* (blue),and *Foxp3* (black) in T cell clusters in the control and the ACD samples. (**F**) By sample violin plots showing the expression of indicated genes across various T cell sub-clusters. (**G**) qRT-PCR analysis of the expression of *Cd4, Cd8a,* and *Ifng* in control, 24 hr, or 60 hrs after elicitation of ACD (n=7–8/group). All error bars indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, non-significant. (**H**) Gating strategies to analyze type 1 (**T1**) or type 2 (**T2**) CD4^+^ or CD8^+^ T cells in the skin. (**I**) Unstained FACS plots for Figure 2g. (**J**) FACS plots showing the percentage of CD4^+^ or CD8^+^ T cells in CD45^+^SSCA^lo^ immune cells. (**K**) FACS plots of IFNγ and IL17A in CD4^+^ or CD8^+^ T cells in control, ACD (24 hr) and ACD (60 hrs) ear skin samples (n=3/group).

Furthermore, gene expression plots (Figure 2C–D and Figure 2—figure supplement 1C) showed that *Ifng* was robustly induced in CD4^+^, CD8^+^, and NK/ILC1 T cell clusters, whereas *Il10* and *Il17a* were moderately induced only in the Treg and δγT (r5) cell clusters, respectively. In contrast, *Il4* was barely detectable in all T cell subsets. 

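*Ifng* in all T/NK/ILC-like cells rose from 28.4 (23.0 to 34.7) to 295 (287 to 302) UMIs per 1000000, a log2 ratio of 3.38 (3.09 to 3.68). In CD4+-like cells it rose from 89.0 (49.8 to 147) to 324 (306 to 343), 1.86 (1.14 to 2.71), with 15 UMIs in 48 control cells. In CD8+-like cells it rose from 297 (213 to 403) to 473 (457 to 489.8), 0.67 (0.23 to 1.15). In NK/ILC1-like cells the levels were 474 (217 to 899) and 510.2 (485 to 536), 0.11 (-0.82 to 1.24), the control value resting on 9 UMIs in 6 cells. Thinned to 2000 UMIs, *Ifng* was found in 5.13% and 28.4% of CD4+-like cells in control and ACD (unthinned 16.7% and 42.9%). The shares were 45.0% and 43.0% of CD8+-like cells (unthinned 66.7% and 68.1%). Chondrocyte-like cells gave 0 of 4174, which allows up to 0.0883%, and 0.517% (unthinned 0 of 4197 and 1.503%). Median depths in control and ACD were 3297 and 5102 UMIs for CD4+-like, 5915 and 7044 for CD8+-like, and 7453 and 8860.5 for chondrocyte-like cells. Shallow cells left out numbered 9 and 17, 1 and 20, and 23 and 24. *Il10* in Treg-like cells fell from 169 (106 to 256, 22 UMIs in 4 of 40 cells) to 35.4 (28.5 to 43.5), -2.26 (-2.94 to -1.51), while over all T/NK/ILC-like cells it was 6.80 and 7.53, 0.15 (-0.49 to 0.85). Thinned to 2000 UMIs, *Il10* was found in 4 of 33 control and 5.47% of ACD Treg-like cells (unthinned 4 of 40 and 10.7%), at median depths of 2698 and 4364 UMIs and with 7 and 31 shallow cells left out. In chondrocyte-like cells it was found in none (unthinned 0.0477% and 0.102%). *Il17a* in δγT-like cells rose from 287 (263 to 314) to 896 (866 to 926), 1.64 (1.504 to 1.78). Clustering each library on its own moved the CD4+-like ratio of *Ifng* most, to 3.18, and the mean over cells brought the CD8+-like ratio to 0.01. Scaling by median-of-ratios size factors raised log2 ratios in CD8+-like and NK/ILC1-like cells by 0.20 and 0.52.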

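All T/NK/ILC-like cells together held 4 *Il4* UMIs in control and 12 in ACD, 1.18 (0.322 to 3.03) and 0.565 (0.292 to 0.987) UMIs per 1000000. At 2000 UMIs per cell, *Il4* was found in 0.258% and 0.154% of these cells (unthinned 0.479% and 0.298%). The chondrocyte-like background was 0 of 4174 in control and 0.0344% in ACD (unthinned 0.171%). Median depths were 3492 and 5207.5 UMIs in T/NK/ILC-like cells, of which 60 and 109 were too shallow for thinning. Basophil-like ACD cells gave 32.6% (unthinned 51.3%) at a median of 4032 UMIs.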

The expression of *Ifng*, *Il17a,* and *Il10* aligned well with that of key T cell lineage transcription factors (TFs), including *Tbx21* (for Th1), *Rorc* (for Th17), and *Foxp3* (for Treg), respectively (Figure 2—figure supplement 1E and F).

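*Tbx21* (ENSMUSG00000001444, 11:97098071–97115331) in ACD was highest in NK/ILC1-like cells, 116 (105 to 129) UMIs per 1000000, followed by CD8+-like (53.5, 48.2 to 59.2) and CD4+-like cells (43.4, 36.8 to 50.8). It was low in Treg-like (10.5, 6.92 to 15.3), δγT-like (8.13, 5.53 to 11.5) and DETC-like cells (3.22, 0.390 to 11.6). *Foxp3* (ENSMUSG00000039521, X:7573644–7595245) was a marker in naming the Treg-like class, so its place there is no separate result.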

GO pathway analysis of CD4^+^ and CD8^+^ T cell clusters revealed that chemokine signaling and type II interferon signaling pathways were among the top upregulated, and TGFβ and PI3K-Akt-mTOR signaling were among the top downregulated pathways in ACD compared control (Figure 2E). Volcano plot of differentially expressed genes (Figure 2F) showed that *Ifng* and several IFN-JAK-STAT-related genes (including *Ifitm1/2/3* and *Stat1*) were among the top upregulated genes in ACD, and genes with reported inhibitory functions for T cell activation and/or Th1 polarization, including *Fos* (Xiao et al., 2012), *Zfp36* (Moore et al., 2018), and *Klf4* (An et al., 2011), were among the top downregulated genes in ACD, compared to those in the control.

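Ranks are among 8536 genes with at least 50 UMIs over CD4+-like and CD8+-like cells (69 control, 1430 ACD). They go by log2 ratio with 10 UMIs per 1000000 added, as do the ratios of the 5 genes at each end. Ratios with an interval are without that addition, and levels are given from control to ACD. *Ifng* ranked 78 from the highest, 1.21 (0.83 to 1.62) on 56 control UMIs. *Ifitm3* (ENSMUSG00000025492, 7:141009586–141010770) ranked 11, 134 to 504, 1.91 (1.47 to 2.39); *Ifitm1* (ENSMUSG00000025491, 7:140967221–140969825) 218, 512 to 974, 0.93 (0.70 to 1.16); and *Ifitm2* (ENSMUSG00000060591, 7:140954837–140955987) 2066, 1012 to 1212, 0.26 (0.10 to 0.43). From the lowest, *Fos* (ENSMUSG00000021250, 12:85473890–85477273) ranked 2, 747 to 212, -1.81 (-2.01 to -1.61); *Klf4* (ENSMUSG00000003032, 4:55527143–55532466) 7, 121 to 37.5, -1.69 (-2.17 to -1.16); and *Zfp36* (ENSMUSG00000044786, 7:28376784–28380253) 49, 401 to 182.97, -1.13 (-1.40 to -0.86). *Klf4* was also lower in ACD in 9 of 10 resident classes, among them pericyte-like cells (-1.44), and *Fos* in 7 of 10, among them endothelial-like cells (-1.08) but not dFB-like cells (0.05). The 5 highest genes were Hbb-bt (3.23), Hbb-bs (2.65), Gzma (2.63), Lag3 (2.56) and AW112010 (2.37), and 88.9% of the hemoglobin UMIs lay in 2 cells. The 5 lowest were Igfbp4 (-2.10), *Fos* (-1.77), Il6ra (-1.76), Syne2 (-1.69) and Atp1b1 (-1.65). Adding 1 instead of 10 UMIs per 1000000 moved the rank of *Ifitm3* to 321, that of *Ifng* to 610 and that of *Ifitm1* to 893.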

Next, we aimed to validate the expression of IFNγ in CD4^+^ and CD8^+^ T cells in ACD. First, a time-dependent increase in *Cd4, Cd8* and *Ifng* transcript levels was observed in the DNFB-elicited ACD skin (Figure 2—figure supplement 1G). FACS analysis (Figure 2G and Figure 2—figure supplement 1H–K) showed that DNFB-elicited ACD resulted in a rapid increase in both CD4^+^ and CD8^+^ T cells, in which IFNγ expression was significantly induced, whereas IL4/IL13 and/or IL17 expression was inhibited. Together, these results indicate that T cells are primarily polarized to the IFNγ-producing type-1 inflammatory phenotype in DNFB-elicited ACD.

### Basophils are major source of type-2 cytokines in ACD

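Basophil-like cells numbered 9 of 12213 in control, 0.0737% (0.0337 to 0.140%), and 271 of 11665 in ACD, 2.32% (2.06 to 2.61%), a log2 ratio of 4.98 (4.03 to 6.12). Neutrophil-like cells numbered 4 and 70, 0.0328% (0.00892 to 0.0838%) and 0.600% (0.468 to 0.758%), 4.20 (2.78 to 6.11). Mast cell-like cells numbered 99 and 153, 0.811% (0.659 to 0.986%) and 1.31% (1.11 to 1.53%), 0.69 (0.32 to 1.07). Mononuclear phagocyte-like cells numbered 85 and 336, 0.696% (0.556 to 0.860%) and 2.88% (2.58 to 3.20%), 2.05 (1.70 to 2.41). Of the latter, 19 control and 58 ACD cells were macrophage-like, 33 and 132 DC-like, and 31 and 28 Langerhans-like. The basophil-like and neutrophil-like clusters came almost wholly from the ACD library, and with 1 library a trait of the cell type is not separable from one of that library. Across the alternatives, mast cell-like cells moved most, between log2 ratios of 0.50 and 1.11.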

scRNA-seq analysis of myeloid cell clusters showed that ACD led to an increase of basophils, mast cells, neutrophils, and macrophages (Figure 3A). Violin plot analyses of cytokines across major skin or immune cell types confirmed that *Il4* was primarily expressed by basophils and mast cells, whereas *Il1b* was primarily expressed by neutrophils and macrophages (Figure 3B and Figure 3—figure supplement 1A).

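*Il4* reached 427 (271 to 641) UMIs per 1000000 in basophil-like control cells and 486 (449 to 525) in ACD, a log2 ratio of 0.19 (-0.41 to 0.85). In mast cell-like cells it was 68.9 (34.4 to 123.3) and 115 (81.8 to 157), 0.74 (-0.25 to 1.85), on 11 and 39 UMIs. *Il1b* in neutrophil-like cells was 8531 (7043 to 10240.4) and 9501 (9107 to 9907), 0.16 (-0.12 to 0.44). ACD levels of *Il1b* were 4623 (4405 to 4849) in macrophage-like, 1897 (1823 to 1973) in DC-like, 1171 (1113 to 1231) in basophil-like and 207 (167 to 255) in Langerhans-like cells.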

**Figure 3.**
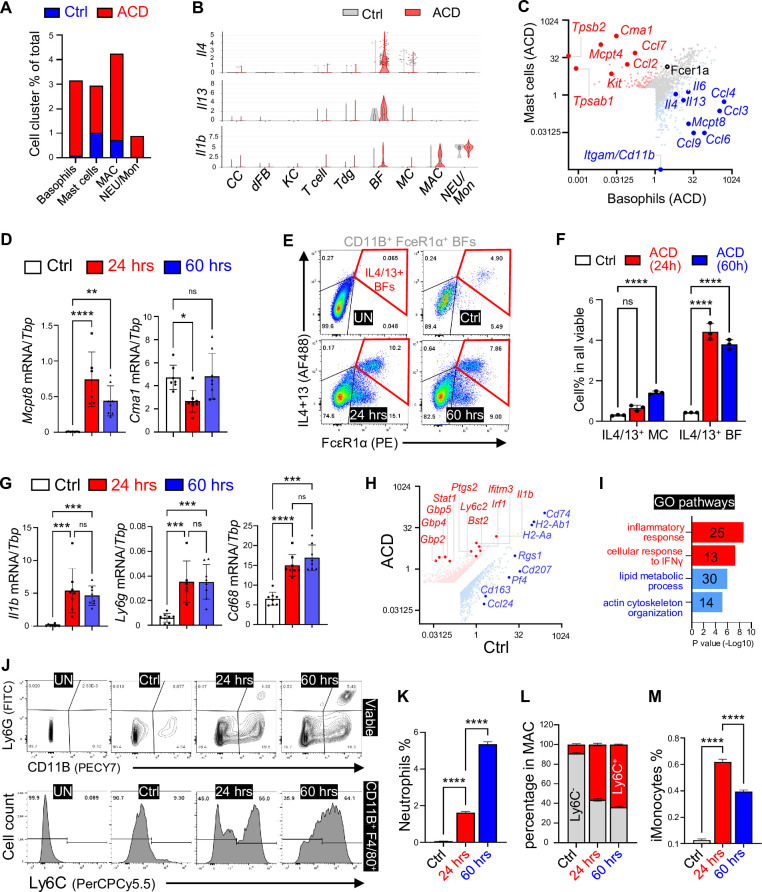
Characterization of myeloid cell activation in ACD. (**A**) Stacked bar graphs showing the percentage of indicated myeloid cell populations in the control and the ACD samples. (**B**) Violin plots showing the expression of indicated genes across major skin resident and immune cells as indicated. (**C**) Gene expression plot showing differentially expressed genes in basophils (BF, blue dots) and mast cells (MC, red dots) within the ACD sample. (**D**) qRT-PCR analysis of indicated genes in ear skin samples (n=6~8/group). (**E–F**) FACS plots (**E**) and quantified bar graphs (**F**) showing the percentage of IL4/13^+^ mast cells or basophils within all viable cells in ear skin samples (n=3/group). (**G**) qRT-PCR analysis of indicated genes in ear skin samples (n=6~8/group). (**H**) Gene expression plot showing differentially expressed genes in control and ACD samples within the macrophage cell cluster. (**I**) GO pathway analysis of the upregulated genes (red) or downregulated genes (blue) in macrophage population after ACD elicitation. (**J–M**) FACS plots (**J**) and quantified bar graphs (**K–M**) (n=3/group) showing the percentage of CD11B^+^Ly6G^+^ neutrophils (NEU) in all cells (**K**), the percentage of Ly6C^+^ or Ly6C^-^ cells within CD11B^+^F4/80^+^ macrophages (**L**), or the percentage of inflammatory monocytes (**M**) (see FACS plots in Figure 3—figure supplement 1G), near skin samples. Unstained (UN) plot was shown as negative gating control. All error bars indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, non-significant.

**Figure 3—figure supplement 1.**
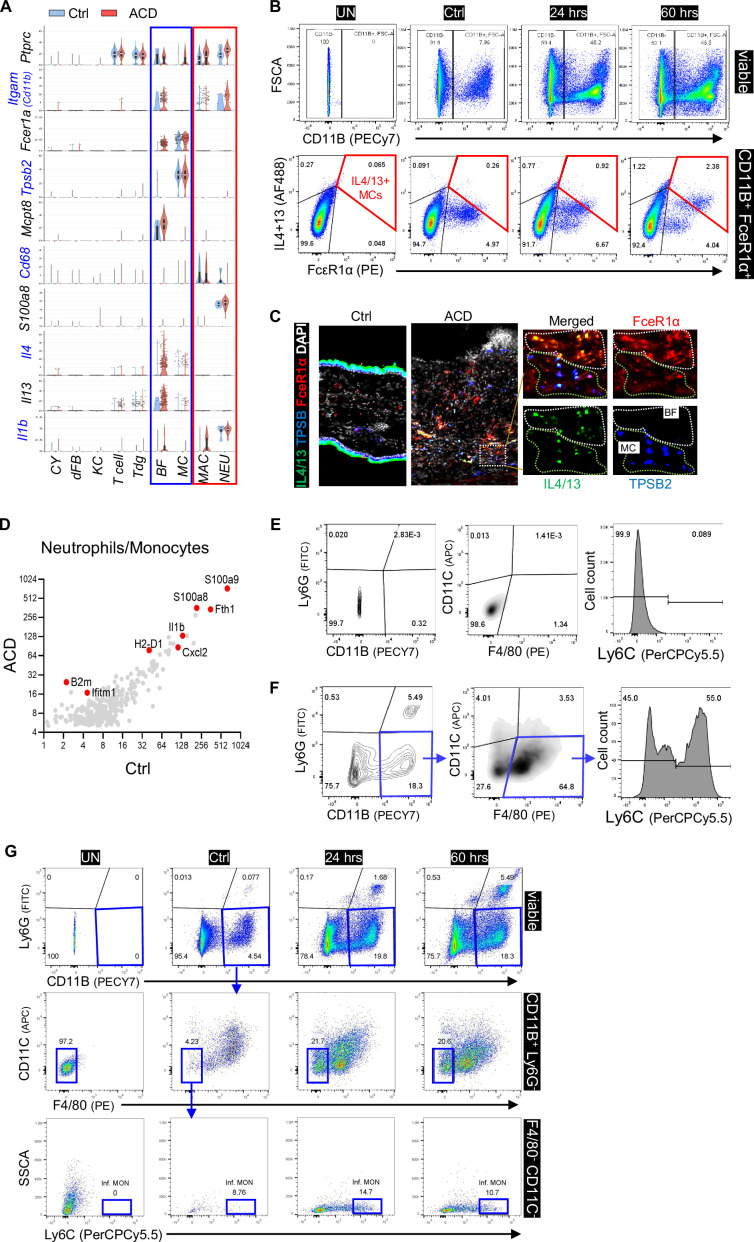
Analysis of myeloid cell activation in ACD. (**A**) Violin plots showing the expression of indicated genes across major skin resident and immune cells as indicated. (**B**) FACS plots showing the percentage of CD11B^-^FcεR1a^+^IL4/13^+^ (mast cell) or CD11B^+^ FcεR1a^+^ IL4/13^+^ (basophil) cells within CD45^+^ immune cells in control, ACD (24 hr) and ACD (60 hr) ear skin samples. Unstained (UN) plot was shown as negative gating control. All error bars indicate mean ± SEM. ****p<0.0001. (**C**) Frozen sections of control and ACD (60 hrs) ear skin samples were subjected to immunostaining analysis using antibodies against IL4 +IL13 (green), TBSP2 (blue) and FceR1a (red). Nuclei were counter stained by DAPI (white). Scale bar, 200 μm. Zoom-in image with overlaid or single-color channel is shown on the right hand side. (**D**) Gene expression plot showing differentially expressed genes in control and ACD samples within the neutrophil cluster. (**E**) Gating strategies to analyze Ly6C expression in CD11B^+^;F4/80^+^;Ly6G^-^;CD11C^-^ macrophages. (**F**) Unstained control plots for various markers used to analyze neutrophils or macrophages. (**G**) FACS plots showing the gating strategies to analyze Ly6C^hi^ (CD11B^+^Ly6G^-^F4/80^-^CD11C^-^) inflammatory monocytes in viable cells.

Basophils and mast cells have similar functions and developmental processes, and both cell types express the high-affinity Fc receptor for IgE (FceR1a), the activation of which triggers degranulation and release of proteases, histamine, and a panel of proinflammatory cytokines (Hamey et al., 2021). 

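Basophil-like and mast cell-like ACD cells were compared over 3450 genes with at least 50 UMIs, by UMIs per 1000000. *Il13* stood at 1041 (986 to 1098) against 70.8 (45.4 to 105), log2 ratio 3.88 (3.30 to 4.53), rank 54 from the highest. *Il6* (ENSMUSG00000025746, 5:30013114–30019981) stood at 1661 (1592 to 1732) against 124 (89.3 to 167), log2 ratio 3.74 (3.31 to 4.22), rank 57. *Il4* had a log2 ratio of 2.08 (1.61 to 2.58), rank 292. *Ccl2* (ENSMUSG00000035385, 11:82035571–82037453) stood at 16.8 (10.5 to 25.4) against 1546 (1416 to 1684), log2 ratio -6.52 (-7.21 to -5.91), rank 7 from the lowest, and *Ccl7* (ENSMUSG00000035373, 11:82045712–82047525) at 87.8 (72.5 to 105) against 4283 (4066 to 4509), log2 ratio -5.61 (-5.89 to -5.33), rank 9. *Ccl7* moved most among the alternatives, to -8.20 with the stricter filter, and *Ccl2* moved to -7.52 without the Scrublet calls. Mast cell-like cells were shallow, with 85 of 153 below 2000 UMIs in ACD.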

Volcano plots of genes expressed by mast cells (*Cd11b^-^Cma1^+^Fcer1a^+^*) and basophils (*Cd11b^+^Mcpt8^+^Fcer1a^+^*) showed that, in comparison, basophils expressed higher levels of cytokines/chemokines, such as *Il4*, *Il13*, and *Il6*, and mast cells expressed higher levels of *Ccl2* and *Ccl7* (Figure 3C), revealing their differential immune responses in ACD.

Next, we aimed to validate the involvement of BFs and MCs in the DNFB-elicited type 2 immune response. First, the expression levels of *Mcpt8* (BF marker), but not *Cma1* (MC marker), were elevated in a time-dependent manner upon ACD-elicitation (Figure 3D). FACS analysis of BFs and MCs, based on the surface expression of CD11B and FcεR1a (Figure 3E and F and Figure 3—figure supplement 1B), showed that ACD triggered a rapid increase in the percentage of IL4/IL13-producing CD11B^+^ FcεR1a^+^ BFs as early as 24 hr post-elicitation. In contrast, there was only a moderate and delayed increase in IL4/IL13-producing CD11B^-^ FcεR1a^+^ MCs after ACD-elicitation (Figure 3E and F). In addition, immunostaining analysis showed that elicitation of ACD led to dermal infiltration of both FcεR1a^+^ TPSB^-^ BFs and FcεR1a^+^ TPSB^+^ MCs, in which Th2 cytokines were primarily co-localized (Figure 3—figure supplement 1C).

### Characterization of the immune responses of neutrophils, monocytes and macrophages in ACD

Time-dependent induction of *Il1b* and recruitment of CD68^+^ MAC and Ly6G^+^ NEU after ACD elicitation was confirmed by qRT-PCR analysis (Figure 3G). 

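In the 70 neutrophil-like ACD cells, *S100a9* (ENSMUSG00000056071, 3:90692632–90695721, 55401 UMIs per 1000000, rank 1) and *S100a8* (ENSMUSG00000056054, 3:90668978–90670035, 27427 UMIs per 1000000, rank 2) were the highest of 9966 genes with a UMI. *Il1b* ranked 6 and *Cxcl2* (ENSMUSG00000058427, 5:90903871–90905938, 6134 UMIs per 1000000, rank 13) followed. *Il1b* in mononuclear phagocyte-like cells rose from 758 (691 to 829.9) to 1791 (1738 to 1845), a log2 ratio of 1.24 (1.10 to 1.38), rank 117 of 5928 genes. In the macrophage-like sub-cluster it rose from 1 UMI in 19 control cells to 1683 UMIs in 58 ACD cells, 8.88 (6.40 to 14.19), the highest rank of 1321 genes. A further 79 ACD and 2 control cells with a median of 922 UMIs matched macrophage markers best but stayed unnamed. The highest genes in mononuclear phagocyte-like cells, with 10 UMIs per 1000000 added, were Cxcl9 (4.64), Plac8 (3.86), Gbp2 (3.51), Siglech (3.44) and Klk1 (3.03), of which Siglech and Klk1 lead a sub-cluster of 39 ACD cells.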

Sc-RNAseq revealed that *S100a8/9*, *Il1b*, and *Cxcl2* were among the most highly expressed genes in the neutrophil/monocyte cell cluster (Figure 3—figure supplement 1D), and *Il1b* was among the top inducible genes in *Cd68^+^* + after ACD elicitation (Figure 3H). Interestingly, genes associated with immunosuppressive or M2 MACs (*Cd74*, *H2-Ab*, and *Ccl24*) were among the most downregulated genes in MACs after ACD elicitation (Figure 3H). Furthermore, GO pathway analysis identified ‘cellular response to IFNγ’ as the top upregulated pathway, and ‘lipid metabolic’ and ‘actin cytoskeleton organization’ as the top downregulated pathways in MACs after elicitation of ACD (Figure 3I). 

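*Ccl24* (ENSMUSG00000004814, 5:135569937–135573049) in mononuclear phagocyte-like cells fell from 91.6 (69.4 to 119) to 1.22 (0.252 to 3.57) UMIs per 1000000 (57 and 3 UMIs), a log2 ratio of -6.23 (-8.55 to -4.61), rank 4 from the lowest. *Cd74* (ENSMUSG00000024610, 18:60803848–60812652) fell from 28919.9 (28499 to 29346) to 20874 (20694 to 21055), -0.47 (-0.49 to -0.45), rank 766, and *H2-Ab1* (ENSMUSG00000073421, 17:34257689–34269419) from 11768 (11499.5 to 12040.1) to 8698 (8581 to 8815), -0.44 (-0.47 to -0.40), rank 879. Within the macrophage-like sub-cluster *Cd74* rose from 4739 (4327 to 5181) to 17700.0 (17270.5 to 18138), 1.90 (1.77 to 2.04), and *H2-Ab1* by 2.37 (2.15 to 2.59). *Ccl24* had a log2 ratio of -7.67 (-13.00 to -5.13) there. In DC-like cells the ratios were -0.69 (-0.73 to -0.65) for *Cd74* and -0.62 (-0.68 to -0.57) for *H2-Ab1*, and in Langerhans-like cells 0.21 (0.17 to 0.24) and 0.12 (0.07 to 0.18). Langerhans-like cells were 36.5% (26.3 to 47.6%) of mononuclear phagocyte-like cells in control and 8.33% (5.61 to 11.8%) in ACD, and DC-like cells 38.8% (28.4 to 50.0%) and 39.3% (34.0 to 44.7%). When each library was clustered on its own, the macrophage-like *Cd74* ratio was -0.29. Pf4 (-5.36), Fxyd2 (-3.29), Folr2 (-3.21) and Cd163 (-3.16) were the other genes among the 5 lowest.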

Anti-inflammatory function of M2 MACs is fueled by fatty acid oxidation (Batista-Gonzalez et al., 2019), and changes in actin organization and cell shape are hallmarks of MAC activation (McWhorter et al., 2013). These results provide insights into the mechanisms underlying myeloid activation in ACD.

FACS analysis of NEUs, monocytes, and MACs based on protocol reported by Rahman et al., 2017 confirmed that elicitation of ACD led to a time-dependent increase in NEU recruitment and a shift of MACs from a resting (Ly6C^lo^) to an inflammatory (Ly6C^hi^) state (Figure 3J–L and Figure 3—figure supplement 1E and F). In contrast, elicitation of ACD led to a transient influx of monocytes peaking at 24 hr post treatment (Figure 3M, Figure 3—figure supplement 1G). Together, these data suggest that IL1β may be a key effector molecule executing the proinflammatory function of NEUs, MONs and MACs, and that IFNγ may play an upstream role in activating MACs during ACD pathogenesis.

### Characterization of the immune response of dermal fibroblasts

Although dermal fibroblasts are the main resident cell type in the skin dermis (Huang et al., 2022), their role in regulating ACD remains largely unexplored. PDGFRA, a well-characterized skin pan-fibroblast marker (Lynch and Watt, 2018; Driskell et al., 2013), was used to identified dFBs, and *Pdgfra*^+^ dFBs were reclustered into seven sub-clusters (r0 to r6) (Figure 4A). 

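Of 16 dFB-like sub-clusters, 8 were named from markers, 6 stayed unnamed and 2 were mixed. Shares of dFB-like cells (3267 control, 1331 ACD) were 9.18% (8.21 to 10.2%) and 4.06% (3.06 to 5.26%) for AP-like, 1.59% (1.19 to 2.08%) and 4.66% (3.59 to 5.93%) for Areg-like and 17.3% (16.04 to 18.7%) and 14.5% (12.7 to 16.5%) for pAd-like cells. They were 21.4% (20.0 to 22.8%) and 7.51% (6.15 to 9.06%) for reticular or papillary (RET/PAP)-like and 4.93% (4.21 to 5.73%) and 12.6% (10.9 to 14.5%) for peri-follicular-like cells. An unnamed sub-cluster led by Cxcl5, Saa3 and Lcn2, with the highest level of *Cxcl9* (ENSMUSG00000029417, 5:92321347–92328079) and *Cxcl10* (ENSMUSG00000034855, 5:92346638–92348889) in ACD, held 9 control and 268 ACD cells, 0.275% (0.126 to 0.522%) and 20.1% (18.01 to 22.4%), a log2 ratio of 6.19 (5.25 to 7.34). It was picked by these levels and is named the *Cxcl9*/*Cxcl10*-high dFB sub-cluster from here on. Its cells were deep, with a median of 14949 UMIs. Another unnamed sub-cluster was led by cell-cycle genes (Hist1h2ap, Birc5, Stmn1), and hemoglobin genes stood among the leading genes of 2 more.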

According to dFB and/or adipocyte-lineage cell marker gene profiles reported by our or others’ work (Sun et al., 2023; Driskell et al., 2013; Plikus et al., 2021; Joost et al., 2020; Zachara et al., 2022; Schwalie et al., 2018), the dFB sub-clusters are defined as *Mfap5^+^Dlk1^+^Ly6a^+^*adipocyte progenitors (AP in r2), *Fmo2^+^Ly6a^+^*adipose regulatory cells (Areg in r6), *Ly6a^+^Lpl^+^Apoe^+^Icam1^+^*preadipocytes (pAd, in r1 and r5), *Ly6a^lo^* or *Lrig1^+^* + or papillary dFBs (RET/PAP in r0), and *Ly6a^lo^Trps1^hi^* peri-follicular dFBs (including dermal papilla cells, r4; Figure 4B, Figure 4—figure supplement 1A).

**Figure 4.**
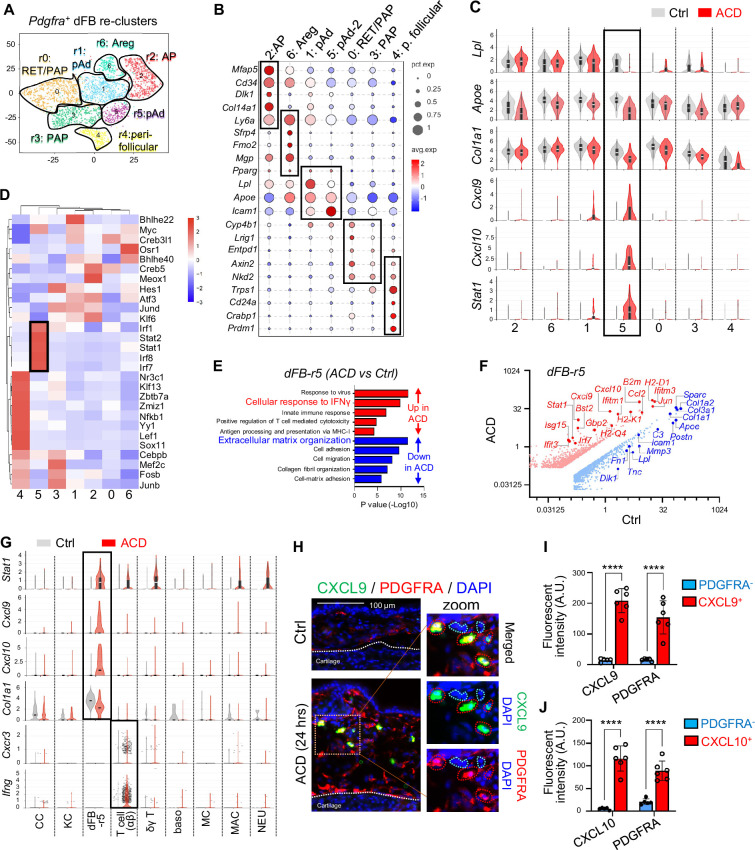
Characterization of the immune response of dermal fibroblasts in ACD. (**A**) tSNE plots showing cell distribution of the Pdgfra^+^ dermal fibroblasts after re-clustering. (**B**) Bubble plots showing the expression of marker genes for each dFB cell cluster. Abbreviations: AP, adipocyte progenitors; Areg, adipogenesis-regulatory cells; pAd, preadipocytes; RET/PAP, reticular and/or papillary dFBs; pF, peri-follicular dFBs. (**C**) Violin plots showing the expression of indicated genes across various dFB sub-populations in the control and the ACD samples. (**D**) SCENIC analysis showing the top enriched transcriptional factors in various dFB clusters. (**E**) GO pathway analysis of the upregulated genes (red) or downregulated genes (blue) in the r5 dFB cluster after ACD elicitation. (**F**) Volcano plot showing differentially expressed genes in control and ACD samples within the r5 dFB cluster. (**G**) Violin plots showing the expression of indicated genes across various cell populations in the control and the ACD samples. (**H**) Frozen sections of control and ACD ear skin samples were subjected to immunostaining analysis using antibodies against CXCL9 (green) and PDGFRA (red). Nuclei were counter stained by DAPI (blue). Dermal CXCL9^+^ or PDGFRA^-^ cells were highlighted by either red- or green-dotted lines in the zoom-in panel. Scale bar, 200 μm. Zoom-in image is shown on the right-hand side. (**I–J**) Quantified results showing the fluorescent intensity (arbitrary unit, AU) of CXCL9, CXCL10 or PDGFRA in the dermal CXCL9/10^+^ cells or PDGFRA^-^ cells shown in (**H**) or Figure 4—figure supplement 1G (n=5~6/group). All error bars indicate mean ± SEM. *p<0.05, ***p<0.001, ****p<0.0001, ns, non-significant.

**Figure 4—figure supplement 1.**
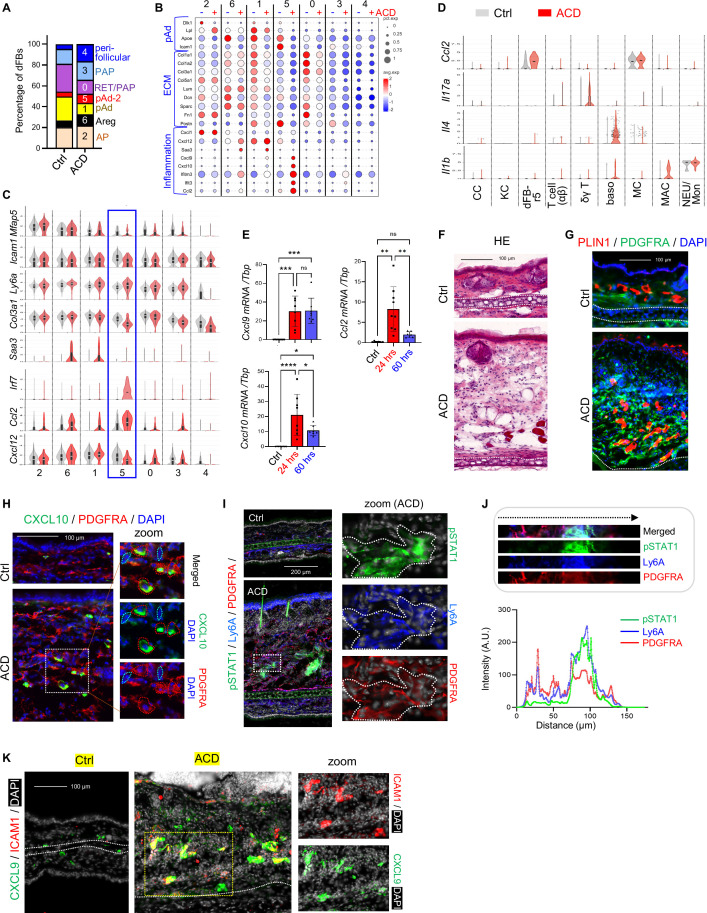
Characterization of the immune response of dermal fibroblasts in ACD. (**A**) Stacked bar graphs showing the percentage of each dFB sub-cluster in the control and the ACD samples. (**B–C**) Bubble plots (**B**) or Violin plots (**C**) showing the expression of indicated genes across various dFB sub-populations in the control and the ACD samples. (**D**) Violin plots showing the expression of indicated genes across various cell populations in the control and the ACD samples. (**E**) qRT-PCR analysis of the expression of *Cxcl9, Cxcl10*, *Ccl2* in control, 24 hr, or 60 hr after elicitation of ACD (n=7–8/group). Error bars indicate mean ± SEM. n.s., non-significant; **p<0.01. (**F**) Frozen sections of control and ACD ear skin samples were subjected to hematoxylin and eosin (HE) staining. Dash line marks the boarder between the dermis and the cartilage. (**G**) Frozen sections of control and ACD ear skin samples were subjected to immunostaining analysis using antibodies against PDGFRA (green) and adipocyte marker PLIN1 (red). Nuclei were counter stained by DAPI (blue). Scale bar, 100 μm. (**H**) Frozen sections of control and ACD ear skin samples were subjected to immunostaining analysis using antibodies against CXCL10 (green) and PDGFRA (red). Nuclei were counter stained by DAPI (blue). Scale bar, 100 μm. Zoom-in image is shown on the right-hand side, in which dermal CXCL10^+^ or PDGFRA^-^ cells were highlighted by either red- or blue-dotted lines. (**I**) Frozen sections of control and ACD ear skin samples were subjected to immunostaining analysis using antibodies against pSTAT1 (green), Ly6A (blue) and PDGFRA (red). Nuclei were counter stained by DAPI (white). Scale bar, 200 μm. Zoom-in image is shown on the right-hand side. (**J**) Quantified result showing the fluorescent intensity (arbitrary unit, AU) of pSTAT1 (green), Ly6A (blue) and PDGFRA (red) across image shown on the top panel from left to right. (**K**) Frozen sections of control and ACD ear skin samples were subjected to immunostaining analysis using antibodies against CXCL9 (green) and ICAM1 (red). Nuclei were counter stained by DAPI (white). Scale bar, 100 μm. Zoom-in image of ACD sample is shown on the lower panel.

Bubble plots and violin plots showed that ACD elicitation led to an increase of the expression of a panel of IFN-inducible genes (*Cxcl9, Cxcl10, Stat1*), accompanied with a loss of the expression of pAd signature genes (*Lpl, Apoe*) and a panel of ECM genes (*Col1a1, Col3a1*) in the r5 pAd cluster (Figure 4C and Figure 4—figure supplement 1B and C). In addition, scenic TF analysis revealed that the dFB_r5 cluster was specifically enriched with several TFs downstream of the interferon pathway (*Stat1, Irf1*, and *Irf7;* Figure 4D). Furthermore, GO pathway analysis of dFB_r5 cells showed that pathways including response to virus, cellular response to IFNγ, and positive regulation of T-cell-mediated cytotoxicity were among the top upregulated pathways, whereas ECM organization was among the top downregulated pathways in ACD compared to control (Figure 4E). Accordingly, volcano gene expression plots of dFB_r5 cluster showed that *Cxcl9, Cxcl10, Ccl2, Stat1,* and other antiviral genes were the top upregulated genes, whereas ECM genes were the top downregulated genes in ACD compared to control (Figure 4F).

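In all dFB-like cells, *Cxcl9* rose from 2.13 (1.62 to 2.76) to 533 (521 to 545) UMIs per 1000000, a log2 ratio of 7.96 (7.59 to 8.37), and *Cxcl10* from 26.9 (25.0 to 29.0) to 427 (417 to 438), 3.99 (3.88 to 4.10). *Apoe* (ENSMUSG00000002985, 7:19696109–19699188) fell from 4465 (4439.9 to 4491) to 1995 (1972 to 2017), -1.16 (-1.18 to -1.14), and *Lpl* (ENSMUSG00000015568, 8:68880491–68907448) went from 316 (309 to 323) to 293 (284 to 302), -0.11 (-0.16 to -0.06). *Col1a1* (ENSMUSG00000001506, 11:94936224–94953042) went from 15329.6 to 9050.1, -0.76 (-0.77 to -0.75), and *Col3a1* (ENSMUSG00000026043, 1:45311538–45349706) from 17872 to 12655, -0.50 (-0.51 to -0.49); over the 10 sub-clusters with at least 20 cells per library the *Col1a1* ratio was -0.52, and -0.16 with each at its control weight. In pAd-like cells the ratios were 8.36 (6.99 to 10.24) for *Cxcl9* (4 control UMIs), 2.73 (2.36 to 3.103) for *Cxcl10*, 0.02 (-0.08 to 0.12) for *Lpl*, -2.10 (-2.16 to -2.04) for *Apoe*, -0.87 (-0.90 to -0.84) for *Col1a1* and -0.19 (-0.22 to -0.17) for *Col3a1*. In the *Cxcl9*/*Cxcl10*-high dFB sub-cluster, whose choice rests on *Cxcl9* and *Cxcl10*, the 9 control cells held 0 UMIs of either, so ACD levels were at least 41.5-fold and 29.0-fold higher. Its other ratios were -0.09 (-0.56 to 0.41) for *Lpl*, -1.05 (-1.196 to -0.89) for *Apoe*, -0.07 (-0.19 to 0.05) for *Col1a1* and 0.33 (0.23 to 0.43) for *Col3a1*. The dFB-like *Col1a1* ratio moved most without Scrublet calls, to -0.60, and in the *Cxcl9*/*Cxcl10*-high dFB sub-cluster the *Lpl* ratio ranged from -1.15 to 1.77. Size factors shifted ratios of that sub-cluster by 0.24.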

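Gene levels were measured here, not inferred transcription factor activity. *Irf1* (ENSMUSG00000018899, 11:53770014–53778374) in dFB-like cells had a log2 ratio of 0.04 (0.01 to 0.08), and in the *Cxcl9*/*Cxcl10*-high dFB sub-cluster it rose from 283 (185 to 415) to 696 (671 to 723), 1.30 (0.74 to 1.91). *Irf7* (ENSMUSG00000025498, 7:141262706–141266481) rose in dFB-like cells from 10.5 (9.32 to 11.8) to 49.0 (45.6 to 52.7), 2.22 (2.02 to 2.42). *Irf7* had 0 control UMIs in the *Cxcl9*/*Cxcl10*-high dFB sub-cluster and 65.0 (57.3 to 73.4) UMIs per 1000000 in ACD, at least 1.99-fold. Among 10 dFB-like sub-clusters with at least 50 ACD cells, that sub-cluster ranked 3 for *Irf7* and 5 for *Irf1*.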

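In the *Cxcl9*/*Cxcl10*-high dFB sub-cluster, among 6864 genes, *Cxcl9* ranked 1 and *Cxcl10* 2 from the highest, which follows from the choice of the sub-cluster. *Ccl2* ranked 128, rising from 479.5 (348 to 644) to 1951 (1908 to 1995) UMIs per 1000000, 2.02 (1.60 to 2.49). That ratio went from 0.07 (-0.21 to 0.36) without the Scrublet calls to 2.65 with the stricter filter. From the lowest, *Apoe* ranked 607, *Col1a1* 3559 and *Col3a1* 4893. Over all dFB-like cells (11915 genes) the ranks from the highest were *Cxcl9* 2, *Cxcl10* 6 and *Ccl2* 91, the last with 1.16 (1.12 to 1.19). From the lowest they were *Apoe* 7, *Col1a1* 54, *Col3a1* 203 and *Lpl* 3523. The highest dFB-like genes were Saa3 (6.10), *Cxcl9* (5.48), Iigp1 (5.04), Lcn2 (4.10) and Plac8 (3.98), and the lowest Dlk1 (-1.78), Stmn2 (-1.69), Cthrc1 (-1.46), Anxa8 (-1.27) and Zbtb16 (-1.24). Next highest in the *Cxcl9*/*Cxcl10*-high dFB sub-cluster were Iigp1 (4.89), Cxcl5 (4.89) and Lcn2 (4.72), and the lowest Il1rl1 (-4.83), Thbs1 (-3.25), Whsc1 (-2.79), Cd109 (-2.59) and Col5a3 (-2.54). These low ranks rest on 9 control cells.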

Violin plots of major skin and immune cell types showed that inflammatory genes related to the IFNGR pathway (*Stat1*, *Cxcl9*, *Cxcl10*) were expressed at highest levels in the dFB_r5 cluster, whereas *Ifng* and *Cxcr3* (receptor for CXCL9/10 ligands) was mainly expressed by T cells (Figure 4G and Figure 4—figure supplement 1D). qRT-PCR validated the time-dependent induction of chemokines after ACD elicitation (Figure 4—figure supplement 1E). 

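Of 28 classes and sub-clusters in ACD, the *Cxcl9*/*Cxcl10*-high dFB sub-cluster had the highest *Cxcl9*, 1356 (1321 to 1393) UMIs per 1000000. Pericyte-like (1179.5, 1113 to 1249), macrophage-like (1176, 1067 to 1292) and AP-like cells (483, 434 to 536) followed. That first place rests on the setting and on a sub-cluster picked by this gene: without Scrublet calls pericyte-like cells had 1259 and the sub-cluster 879 UMIs per 1000000 of *Cxcl9*, and pericyte-like cells were also higher at resolution 2, with the stricter filter and with all variable genes used. *Cxcl10* was highest in pericyte-like cells (1486, 1411 to 1564), then neuron-related (1048, 963 to 1139) and the *Cxcl9*/*Cxcl10*-high dFB cells (949.6, 919.6 to 980.3). The neuron-related class has Lyz2 among its leading genes. dFB-like cells held 57.6% (56.7 to 58.4%) of all ACD *Cxcl9* UMIs and 43.4% (42.6 to 44.2%) of *Cxcl10* UMIs, of which the *Cxcl9*/*Cxcl10*-high part was 38.9% and 25.6%. Pericyte-like cells, 97 in ACD, held 8.34% and 9.88%, and mixed cells 11.6% of *Cxcl9*. Without Scrublet calls the dFB-like parts moved most, to 39.0% and 23.1%, as 1 dFB-like cluster lost its name. *Ifng* was highest in NK/ILC1-like, CD8+-like and CD4+-like cells, and the next class was VSMC-like at 35.9 (29.5 to 43.3). *Cxcr3* (ENSMUSG00000050232, X:101731535–101734269) UMIs in ACD lay mainly in T/NK/ILC-like cells, 85.4% (82.9 to 87.6%), with levels of 80.5 (69.9 to 92.3) in Treg-like and 30.1 (24.3 to 36.8) in NK/ILC1-like cells. The time course by qRT-PCR was not analysed here.

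**Figure D2:**
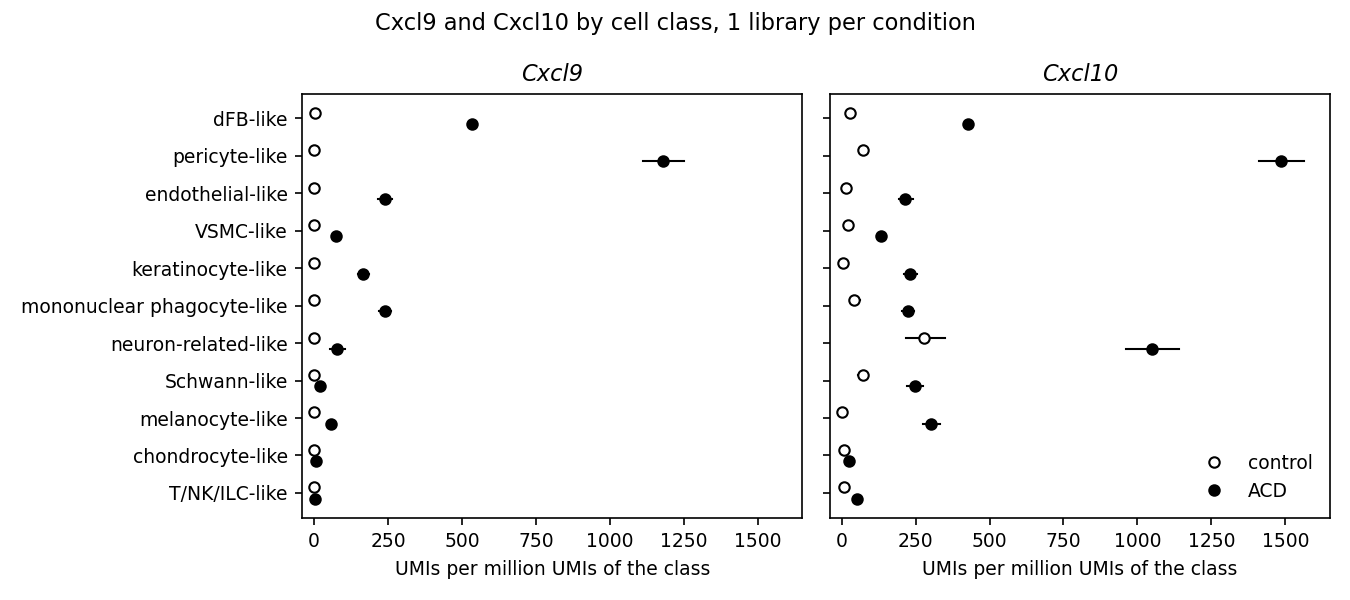
*Cxcl9* and *Cxcl10* UMIs per 1000000 (x axis) in 11 classes (y axis), with control as open and ACD as filled points and 95% Poisson intervals as lines. Pericyte-like cells reach 1486 UMIs per 1000000 of *Cxcl10* in ACD.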

Co-immunostaining analyses showed that CXCL9^+^ or CXCL10^+^ cells co-expressed PDGFRA in the lower dermis where PLIN1^+^ adipocytes are enriched of ACD skin samples (Figure 4H–J and Figure 4—figure supplement 1F–H), supporting that dFB is the major cell source for CXCL9/10 in ACD. In addition, phosphor-STAT1 (pSTAT1), a key signaling molecule activated by IFNγ, was detected primarily in PDGFRA^+^Ly6A^+^ pAds located within the lower dermis (Figure 4—figure supplement 1I and J). Furthermore, in ACD skin dermis, CXCL9 expression largely co-localized with ICAM1 (Figure 4—figure supplement 1K), a marker for committed pAds (Merrick et al., 2019). This further confirms that CXCL9 is specifically induced in the pAd subset of dFBs. Together, we have identified a cluster of dFB with pAd signature as a cellular source of T cell chemokines CXCL9/10 in ACD, suggesting that dFBs may play a role in the development of type-1 immune response by interacting with T cells.

### Interaction between dermal fibroblasts and T cells via the IFNγ-CXCL10-CXCR3 signaling axis

A subset of IFNγ-responsive dFBs has been identified to recruit and activate CD8^+^ cytotoxic T cells during the pathogenesis of vitiligo (Xu et al., 2022). 

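Genes listed as raised in vitiligo dFBs in Supplementary file 3 (100 names, 78 in the files) were followed in the 2 libraries. In dFB-like cells, 54 had at least 50 UMIs, all 54 were higher in ACD and their median log2 ratio was 1.67. In the *Cxcl9*/*Cxcl10*-high dFB sub-cluster, 42 of 42 were higher, with a median of 2.35. Each median lay above those of all 10000 random lists matched on expression. The list was not specific to dFBs, since its median was 2.42 in endothelial-like, 2.42 in pericyte-like and 2.12 in keratinocyte-like cells. With the 22 genes whose label differs between the file and the figure supplement added, the dFB-like median was 1.55 and that of the sub-cluster 2.11. The vitiligo expression data themselves were not used here. The file's list for dFB_r5 was itself drawn from these 2 libraries, so overlaps with it were not counted.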

By comparing these active vitiligo mouse dFBs with the active ACD pAds (dFB_r5), we found that these two cell populations are enriched with highly similar IFNγ-inducible genes (Figure 5—figure supplement 1A and Supplementary file 3), suggesting that the IFNγ-responsive pAds may also contribute to the activation of type 1T cells in the context of ACD.

We next aimed to validate the interaction between dFBs and T cells. First, violin plots showed that among all other dFB clusters, the *Pdgfra ^+^Ly6A^+^Icam1^+^*dFB_r5 pAds exhibited the highest expression levels of *Ifngr1* and *Ifngfr2*, along with *Stat1*, *Cxcl9,* and *Cxcl10* (Figure 5—figure supplement 1B). 

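Among the 10 dFB-like sub-clusters with at least 50 ACD cells, *Ifngr1* (ENSMUSG00000020009, 10:19591949–19610229) was highest in a pAd-like sub-cluster, 172 (153 to 192) UMIs per 1000000, then in Areg-like cells, 121.9 (99.4 to 148). The *Cxcl9*/*Cxcl10*-high dFB sub-cluster ranked 3, 118 (108 to 129). *Ifngr2* (ENSMUSG00000022965, 16:91547072–91565623) was highest in an unnamed sub-cluster, 54.3 (40.6 to 71.0), then in AP-like cells, 48.8 (34.2 to 67.6), with the *Cxcl9*/*Cxcl10*-high dFB sub-cluster at rank 3, 44.4 (38.1 to 51.5), and these intervals overlap. That sub-cluster ranked 4 for *Icam1* (ENSMUSG00000037405, 9:21015985–21028817), 332 (315 to 351). Its first rank for *Cxcl9* and *Cxcl10* follows from how it was chosen.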

IFNGR1 plays a dominant role in ligand binding, while IFNGR2 is primarily responsible for activating the downstream JAK-STAT1 signaling; therefore both receptor subunits are required for the functional IFNγ signaling (Green et al., 2017). Additionally, an unbiased IFNγ-IFNGR signaling network analysis revealed that elicitation of ACD enabled IFNγ production from CD4^+^/CD8^+^ or ILC1/NK T cells, acting on *IFNGR* expressed on the dFB-r5 cluster (Figure 5A).

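Of ACD *Ifng* UMIs, CD8+-like cells held 45.5% (44.3 to 46.6%), NK/ILC1-like cells 21.99% (21.0 to 23.0%) and CD4+-like cells 15.8% (15.0 to 16.7%). On the receiving side, *Ifngr1* in dFB-like cells was 108 (104 to 112) UMIs per 1000000 in control and 107 (102 to 113) in ACD, and *Ifngr2* 32.2 (30.1 to 34.4) and 35.7 (32.8 to 38.9). In the *Cxcl9*/*Cxcl10*-high dFB sub-cluster, 9 control cells held 10 UMIs of *Ifngr1* and 7 of *Ifngr2*, and 268 ACD cells 471 and 177. No signaling network was fitted.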

**Figure 5.**
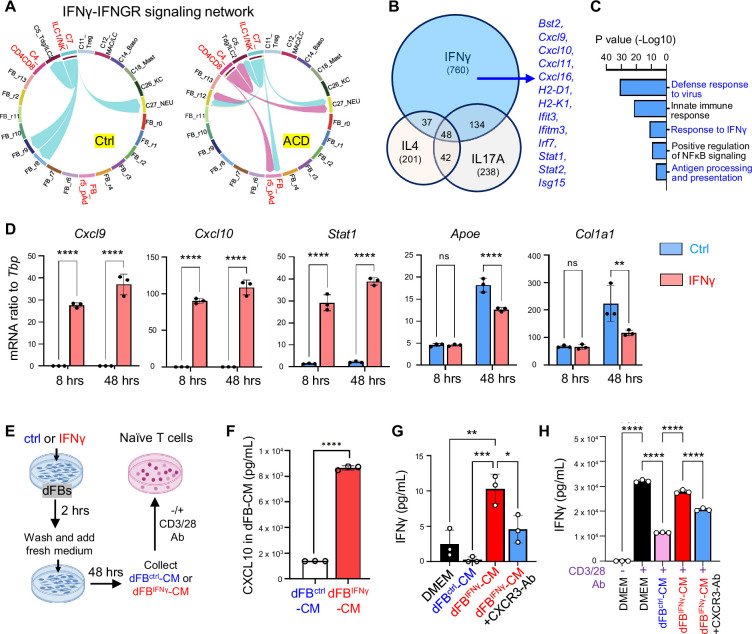
Interaction between dFBs and T cells via the IFNG-CXCL10-CXCR3 signaling axis in ACD. (**A**) Circle plot from cell-chat analysis showing the inferred intercellular communication network for IFNγ-IFNGR signaling in the control and the ACD cells. (**B–C**) Primary neonatal dFBs were treated with IFNγ, IL4 or IL17A for 48 hr and subjected to RNA-seq analysis. (**B**) Venn diagram comparing genes up-regulated by IFNγ, IL4. (**C**) GO pathway analysis of the genes upregulated only by IFNγ. (**D**) Primary dFBs were treated with IFNγ for 8 hr or 48 hr, and control or IFNγ treated samples were subjected to qRT-PCR analysis of *Cxcl9, Cxcl10, Stat1, Apoe,* and *Col1a1* mRNA expression (n=~3/group). (**E–H E**) Experiment scheme for collection of IFNγ-primed dFB conditioned medium (dFB^IFNγ^-CM) or control dFB^ctrl^-CM to stimulate naive T cells. (**F**) ELISA analysis showing protein levels of CXCL10 in dFB^ctrl^-CM and dFB^IFNγ^-CM (n=3/group). (**G–H**) Naive T lymphocytes stimulated without (**G**) or with CD3/28-Ab (**H**) were treated with dFB^ctrl^-CM or dFB^IFNγ^-CM with or w/o CXCR3 neutralizing antibody, and cell supernatants were collected for ELISA analysis of IFNγ protein expression (n=3/group). All error bars indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, non-significant.

**Figure 5—figure supplement 1.**
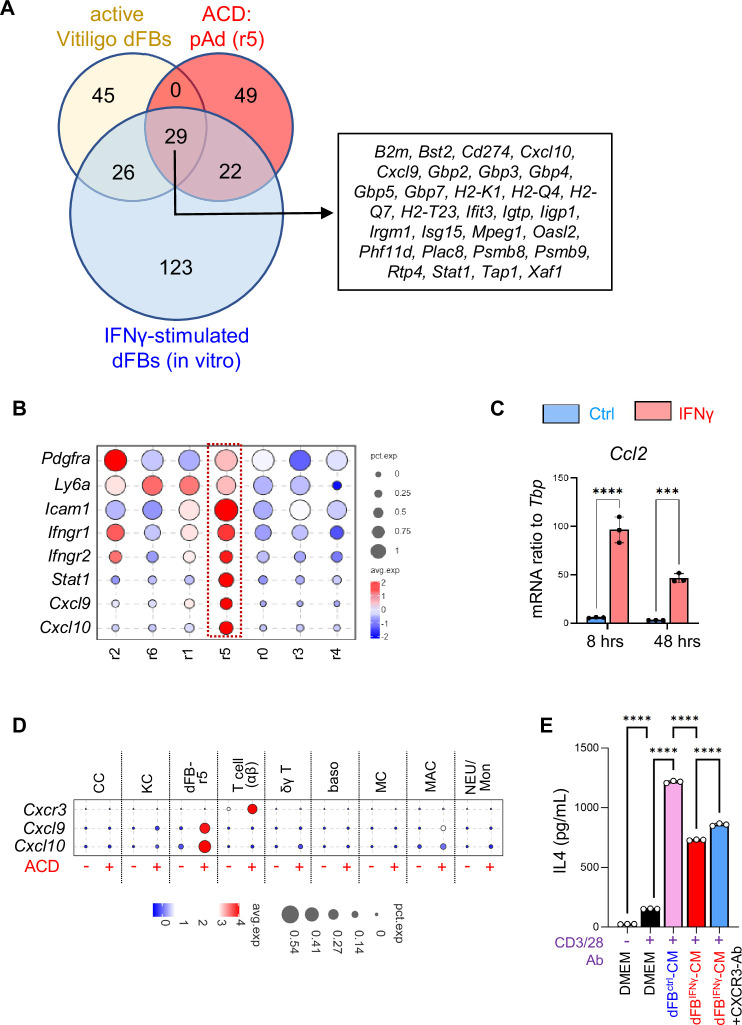
Interaction between dFBs and T cells via the IFNG-CXCL10-CXCR3 signaling axis in ACD. (**A**) Venn diagram comparing the top 100 lFNγ signaling dependent genes upregulated in the active vitiligo mouse dFBs (Xu et al., 2022), the top 100 genes enriched in the pAd (dFB_r5) cells, and the top 200 IFNγ-inducible genes in primary dFBs (in vitro). The identities of the 29 genes upregulated in all 3 conditions are shown in the box on the right panel as indicated. (**B**) Violin plots showing the expression of indicated genes across various dFB clusters. (**C**) Primary dFBs were treated with IFNγ for 8 hr or 48 hr, and control or IFNγ treated samples were subjected to qRT-PCR analysis of *Ccl2* mRNA expression (n=~3/group). (**D**) Bubble plots showing the expression of indicated genes across various cell populations. (**E**). Primary naïve T lymphocytes were co-stimulated with CD3/CD28 antibody and control or IFNγ-primed dFB-CM with or w/o CXCR3 neutralizing antibody, and cell supernatants were collected for ELISA analysis of IL4 protein levels (n=3/group). All error bars indicate mean ± SEM. **p<0.01; ***p<0.001; ****p<0.0001; ns, non-significant.

To define the IFNγ-dependent immune response in dFBs and to determine how dFBs respond differently to IFNγ compared to other T cell-derived cytokines, primary dFBs were stimulated with IFNγ, IL4, or IL17A. Transcriptomic venn diagram analysis showed that IFNγ uniquely upregulated the expression of a large pool of genes, including several antiviral- or IFNγ pathway-related genes (Figure 5B–C and Supplementary files 4-5). Time course analysis showed that IFNγ treatment robustly induced the expression of *Cxcl9, Cxcl10, Stat1,* and *Ccl2* as early as 8 hr post-treatment, and suppressed the expression of lipogenesis (*Apoe*) and ECM (*Col1a1*) genes in a delayed manner (Figure 5B and Figure 5—figure supplement 1C). These in vitro changes in dFBs highly correlated with the transcriptomic change of the r5_dFB cluster upon ACD elicitation. Additionally, *Cxcr3* was specifically induced in T cells in ACD (Figure 5—figure supplement 1D), suggesting that IFNGR-dependent activation of dFBs may in turn promotes T cell recruitment/activation by producing CXCL9/10, which act on T cells via CXCR3.

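The in vitro expression data were not used here, but the 200 genes that Supplementary file 3 and Figure 5—figure supplement 1A give as raised by IFNγ were followed (170 in the files). In dFB-like cells 144 had at least 50 UMIs, 139 were higher in ACD and the median log2 ratio was 0.87, against -0.04 to 0.03 for 95% of 10000 random lists. The *Cxcl9*/*Cxcl10*-high dFB sub-cluster had a median of 1.73 (111 of 116 higher), and pAd-like cells 1.04 (94 of 101). The same list had medians of 1.17 in RET/PAP-like, 0.80 in mononuclear phagocyte-like, 0.56 in T/NK/ILC-like and 0.41 in chondrocyte-like cells. In endothelial-like, keratinocyte-like and pericyte-like cells, where 97, 71 and 81 genes had enough UMIs, the medians were 1.65, 1.47 and 1.81, and the genes differ between classes, so these are not ranked. Leaving out the 22 genes with 2 labels gave 0.79 in dFB-like cells and 1.77 in the sub-cluster. Across the alternatives the sub-cluster's median moved most, between 1.21 and 1.90.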

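*Cxcr3* in T/NK/ILC-like cells rose from 4.43 (2.48 to 7.31) to 36.8 (34.3 to 39.5) UMIs per 1000000 (15 and 782 UMIs), a log2 ratio of 3.05 (2.32 to 3.90). Within subsets the ratio was 0.93 (-0.45 to 2.83) in CD4+-like, 1.55 (-0.31 to 4.61) in CD8+-like and 3.39 (0.89 to 8.70) in Treg-like cells, on 4, 2 and 1 control UMIs. At 2000 UMIs per cell, it was found in 7.69% and 8.52% of CD4+-like cells (unthinned 8.33% and 20.6%). In CD8+-like cells the shares were 10.0% and 7.15% (unthinned 9.52% and 25.5%). Chondrocyte-like cells gave 0 of 4174 and 0 of 2904 (unthinned 0 of 4197 and 0.273%). Depths and shallow cells left out were those given for *Ifng*. With so few control UMIs, a rise per cell was not separable from the larger share of these subsets in ACD. The paper proposes that IFNγ from T and NK/ILC1 cells acts on dFBs through IFNGR and that the CXCL9 and CXCL10 they release recruit or activate T cells through CXCR3. In these libraries *Ifng* and *Cxcr3* UMIs lay mainly in T/NK/ILC-like cells. *Cxcl9* UMIs in dFB-like cells made up 40.9% at resolution 2 and 66.0% with all variable genes used, and dFB-like and unnamed cells together held 66.3% in the main setting and at resolution 2. Most *Cxcl10* UMIs lay outside dFB-like cells. The step from dFBs to T cells was not measured by the 2 libraries.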

CXCR3 is required for optimal generation of IFNG-secreting type 1T cells (Groom et al., 2012). Next, to determine whether IFNγ-primed dFBs can directly promote T cell activation through the CXCL9/10-CXCR3 axis, we established an in vitro co-culture system between primary dFBs and naïve lymphocytes (Figure 5E). ELISA confirmed that IFNγ-primed dFBs secreted high level of CXCL10 (Figure 5F), and conditioned medium from unstimulated control or IFNγ-primed dFBs (dFB^ctrl^-CM or dFB^IFNγ^-CM) was then added to primary lymphocytes with or without CD3/CD28-antibody costimulation. We found that in the absence of CD3/CD28 antibody, dFB^IFNγ^-CM significantly enhanced IFNγ production from naïve T cells, and blocking CXCR3 signaling by adding a CXCR3 neutralizing antibody inhibited this effect (Figure 5G). Interestingly, in the presence of CD3/CD28 antibody, we found that compared to blank DMEM, dFB^ctrl^-CM inhibited IFNγ expression and promoted T cell polarization towards the IL4-producing type-2 phenotype, whereas dFB^IFNγ^-CM downregulated IL4 expression and restored the ability of stimulated T cells to produce IFNγ (Figure 5H and Figure 5—figure supplement 1E). In addition, the effect dFB^IFNγ^-CM was partially reversed by adding a CXCR3 neutralizing antibody (Figure 5H and Figure 5—figure supplement 1E). These results indicate that IFNγ-primed dFBs are capable to shift the T1/T2 polarization balance towards type-1 effector phenotype by activating the CXCR3 pathway during T cell activation.

### Targeted deletion of *Ifngr* in dermal fibroblasts inhibited the development of type-1 skin inflammation in ACD

To validate the role of IFNGR in activating dFB, we generated tamoxifen (TAM)-inducible fibroblast-specific *Ifngr1* knockout mice by crossing *Ifngr1*^flox/flox^ mice with *Pdgfra*-cre/*ERT* mice (Xu et al., 2022), termed as ‘*Ifngr1*^FB-iKO^’ mice (Figure 6A). TAM application to *Ifngr1*^FB-iKO^ mice specifically ablated the expression of IFNGR1 in PDGFRA^+^ dFBs, but not in other PDGFRA^-^ dermal cells (Figure 6C and Figure 6—figure supplement 1A and B). As a result, DNFB-mediated development of skin eczema (Figure 6D and E), dermal cell infiltration (Figure 6F), induction of *Cxcl9/10, Cxcr3*, *Ifng, Cd8a* and other inflammatory genes (Figure 6G and Figure 6—figure supplement 1C), expression of CXCL9 in ICAM1^+^ pAds (Figure 6—figure supplement 1D–E), and dermal infiltration of CD8^+^ T cells (Figure 6 H and I) were significantly inhibited in the *Ifngr1*^FB-iKO^ mice. These results demonstrate that targeted deletion of IFNγ receptor signaling in dermal fibroblasts inhibited the development of type-1 skin inflammation in ACD.

**Figure 6.**
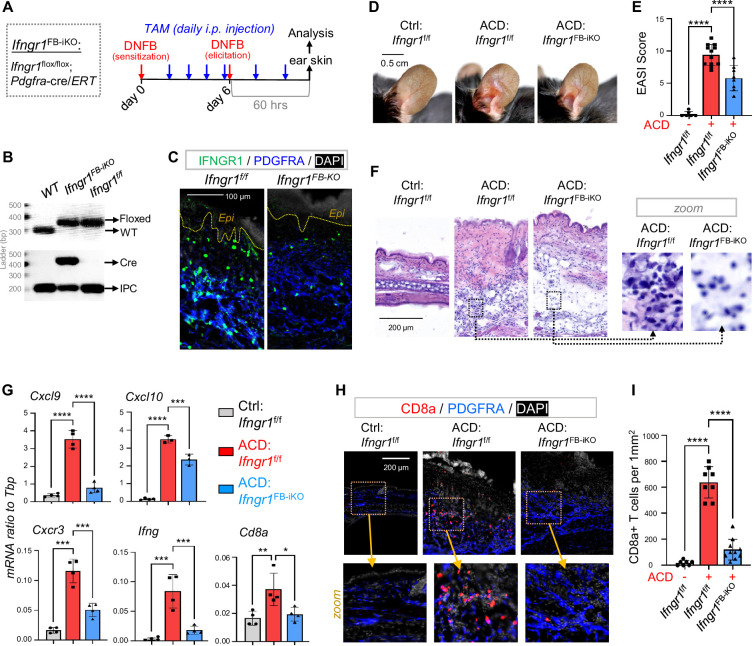
Targeted deletion of Ifngr in dFBs inhibited the development of type-1 skin inflammation in ACD. (**A**) Tamoxifen-inducible targeted deletion of *Ifngr1* in PDGFRA^+^ fibroblasts (*Ifngr1*^FB-iKO^) was achieved by crossing *Ifngr1^f/f^* and *Pdgfra*-cre/*ERT* mice, and mice were subjected to DNFB-induced ACD model as indicated. (**B**) Multiplex-PCR-based genotyping using allele specific primers yields DNA products having sizes specific for the wild-type and Ifngr1-floxed alleles. Lower gel shows gene products for Cre and/or internal product control (IPC) as indicated. (**C**) Skin samples were immunostained with IFNGR1 (green) and PDGFRA (blue), and nuclei were counterstained with DAPI (white). Scale, 100 μm. (**D–E**) Representative ear skin images (**D**) for each group at 60 hours after ACD elicitation. Br graphs (**E**) showing quantified Eczema Area and Severity Index (EASI) scores for each group (n=6–12/group). (**F**) H&E staining of skin sections for each group at 60 hours after ACD elicitation. (**G**) qRT-PCR analysis of the mRNA expression levels of indicated genes (ratios to HK gene *Tbp* were shown, n=3–4/group). (**H–I**) Immunostaining (**H**) of skin sections with anti-CD8 (red) and anti-PDGFRA (blue) antibodies, and nuclei were counter stained by DAPI (white). Zoom-in images were shown in the lower panel. Quantified results (**I**) showing the # of CD8^+^ T cells per 1 mm^2^ of dermal area in ACD skin (n=7~9/group). All error bars indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 6—figure supplement 1.**
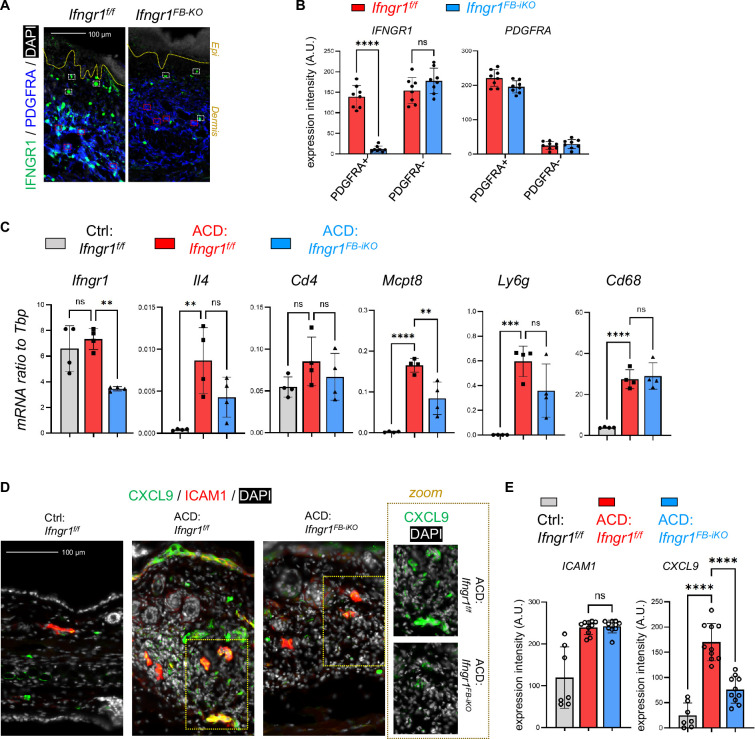
Targeted deletion of *Ifngr1* in dFBs inhibited the development of type-1 skin inflammation in ACD. (**A–B**) Lesional skin samples were immunostained with IFNGR1 and PDGFRA (**A**), and quantified result (**B**) showing the expression of IFNGR1 or PDGFRA in PDGFRA^+^ dFB or PDGFRA^-^ dermal cells as indicated (n=8/group). Yellow dash line indicated the epidermal-dermal junction; white boxes mark PDGFRA^-^ dermal cells and red boxes mark PDGFRA^+^ cells for quantification analysis (**B**); scale, 100 μm. All error bars indicate mean ± SEM. ****p<0.0001; ns, non-significant. (**C**) qRT-PCR analysis of the mRNA expression levels of indicated genes (ratios to HK gene *Tbp* were shown, n=3–4/group). (**D–E**) Frozen sections of control and ACD ear skin samples were subjected to immunostaining analysis (**D**) using antibodies against CXCL9 (green) and ICAM1 (red). Nuclei were counter stained by DAPI (white). Scale bar, 100 μm. Zoom-in images are shown on the lower panel. Quantified result (**E**) showing the expression of ICAM1 or CXCL9 in ICAM1^+^ cells as indicated (n=7~10/group). All error bars indicate mean ± SEM. **p<0.01; ***p<0.001; ****p<0.0001; ns, non-significant.

### Activation of dermal T cells and fibroblasts in human ACD skin samples

Finally, to determine whether these observations in mice are of human relevance, human ACD skin biopsies were collected for analysis. Co-immunostaining of IFNγ with CD4 and CD8 revealed that numerous CD8^+^ IFNγ^+^ T cells were present in the dermal micro-vascular structures, which are known to be enriched with mesenchymal stem cells (Russell-Goldman and Murphy, 2020), in ACD skin, but not in healthy control skin (Figure 7A, Figure 7—figure supplement 1A). In addition, within these dermal structures, IFNγ was detected exclusively from CD8^+^ T cells (Figure 7B). In contrast, infiltration of CD4^+^ T cells was not observed, suggesting that CD8^+^ T cells are the major IFNγ-producing cells in the human ACD skin.

**Figure 7.**
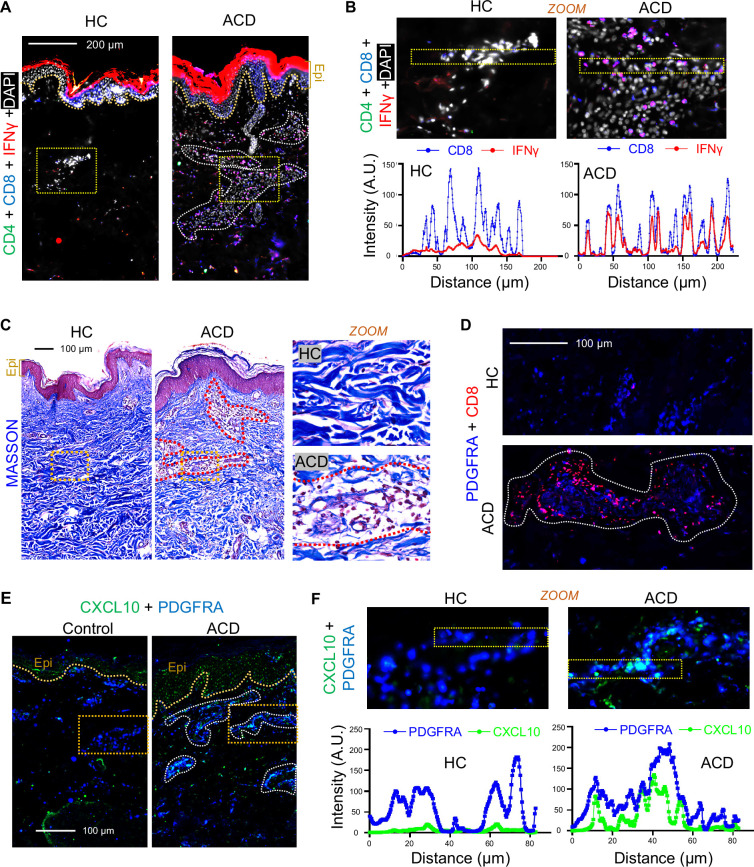
Activation of dermal T cells and fibroblasts in human ACD skin samples. (**A**) Skin sections from healthy control (HC) or ACD human skin samples were immunostained with antibodies against CD4 (green), CD8 (blue), and IFNγ (red) (representative of n=4/group). Nuclei were counter stained by DAPI (white). Scale bar, 200 μm. Zoom-in image is shown on the right-hand side. (**B**) Upper panel is the zoom-in images from panel A. Lower panel is the quantified intensity profiles of CD8 (blue) and IFNγ (red) from left to right of the images marked by yellow dashed boxes. (**C**) Skin sections from healthy control (HC) or ACD human skin samples were subjected to Masson’s staining, in which collagen bundles were stained in blue. (**D**) Skin sections from healthy control (HC) or ACD human skin samples were immunostained with antibodies against CD8 (red) and PDGFRA (blue), and representative images of dermal lobular structures were shown (representative of n=4/group). (**E**) Skin sections from healthy control (HC) or ACD human skin samples were immunostained with CXCL10 (green) and PDGFRA (blue). Scale bar, 200 μm. Zoom-in image is shown on the right-hand side (**F**) Upper panel is the zoom-in images from panel E. Lower panel is the quantified intensity profiles of PDGFRA (blue) and CXCL10 (green) from left to right of the images marked by yellow dashed boxes.

**Figure 7—figure supplement 1.**
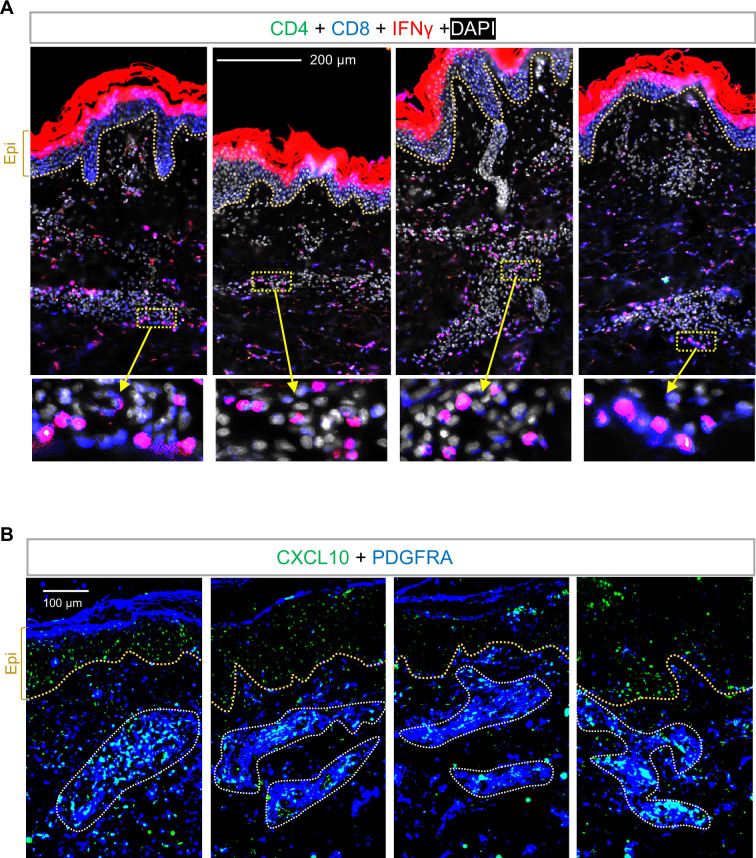
Activation of dermal T cells and fibroblasts in human ACD skin samples. (**A**) Skin sections from ACD human skin samples were immunostained with antibodies against CD4 (green), CD8 (blue) and IFNγ (red) (n=4). Nuclei were counter stained by DAPI (white). Scale bar, 200 μm. Zoom-in image is shown on the bottom panel. (**B**) Skin sections from ACD human skin samples were immunostained with CXCL10 (green) and PDGFRA (blue) (n=4). Scale bar, 200 μm.

We have shown that ACD led to decrease collagen expression in dFBs (Figure 4). To determine how collagen was altered in human ACD, skin sections were subjected to Masson’s staining to visualize collagen bundles in blue (Figure 7C). In line with our mouse data, collagen bundles were thinner and disorganized within the dermal micro-vascular structures where immune cells were heavily infiltrated in human ACD skin compared to healthy control skin sections (Figure 7C). In mouse ACD model, we showed that IFNGFR-mediated activation of dFBs promotes the infiltration and activation of CD8^+^ T cells to skin dermis (Figure 6). Here, co-immunostaining of PDGFRA and CD8 revealed that CD8^+^ T cells were infiltrated around the PDGFRA^+^ dermal fibroblasts within the dermal micro-vascular structure in ACD skin (Figure 7D). Furthermore, PDGFRA^+^ dermal fibroblasts within these micro-vascular structures expressed CXCL10 (Figure 7E and F, Figure 7—figure supplement 1B). This human dFB population correlated with the dFB-r5 cluster we identified in the murine DNFB-elicited ACD skin, in which *Cxcl9/10* were strongly induced and collagen genes were inhibited.

## Discussion

In contrast to other inflammatory skin diseases, such as atopic dermatitis (mainly involving a Th2 immune response) and psoriasis (mainly involving a Th17 immune response), ACD results from a complex but poorly defined inter-connected network between the Th1, Th2, and Th17 pathways. In this study, we provide a comprehensive single-cell analysis of the cellular interaction network of key T cell cytokines and/or chemokines in a DNFB-induced mouse model of ACD. We found that CD4^+^and CD8^+^ lymphocytes are primarily polarized towards the IFNγ-producing type 1 central memory phenotype. In contrast, type 2 cytokines (IL4 and IL13) are primarily produced by basophils. Interestingly, our study identified a cluster of dermal fibroblasts with pAd signature as a dermal source for key T cell chemokines CXCL9/10. Targeted deletion of *Ifngr1* in dermal fibroblasts reduced DNFB-induced infiltration of CD8^+^ T cell to the skin, the expression of *Cxcl9, Cxcl10,* and *Ifng*, and alleviated the development of ACD in mice. The results unravel a previously unrecognized role of dFBs/pAds in regulating type-1 skin inflammation.

In line with our findings, targeting type-1 immune response has emerged as effective therapeutic approach against allergic skin diseases (Wongchang et al., 2023; Liu et al., 2023; Wu et al., 2021). Interferon signaling, including IFNγ signaling, has been identified as a highly enriched pathway during nickel-induced contact allergy in humans (Wisgrill et al., 2021). Additionally, comparisons between sodium lauryl sulfate-irritated and nickel-sensitized skin samples revealed that nickel-sensitized samples were uniquely enriched with pathways related to T-cell activation, including JAK-STAT signaling, natural killer cell mediated cytotoxicity and T cell receptor signaling (Wisgrill et al., 2021). Furthermore, *Ifng* knockout mice failed to elicit contact hypersensitivity to urushiol (Wakabayashi et al., 2005), supporting that IFNγ plays a pivotal role in ACD pathogenesis.

CXCL9, CXCL10 and interferon-related pathways are recognized as potential major hallmarks that distinguish allergic-induced from irritant-induced skin inflammation (Lefevre et al., 2021). A study investigating the differential involvement of chemokines in chemical-induced allergic skin responses compared to irritant skin responses showed that CXCL9 and CXCL10 were among the top five chemokines that were uniquely upregulated in hapten-induced skin allergic inflammation but were absent in inflammation triggered by irritants (Meller et al., 2007). *Cxcl10* knockout mice display an impaired contact hypersensitivity response, characterized by reduced inflammatory cell infiltrates in the skin and reduced T cell activation and proliferative response (Dufour et al., 2002). CD4^+^ and CD8^+^ T cells showed a dose-dependent migration response to CXCL10 in vitro, and adoptive transfer of CXCL10-primed leukocytes isolated from hapten-sensitized mice increased skin inflammation after hapten challenge in vivo (Meller et al., 2007).

The role of dermal fibroblasts in ACD is poorly understood. Our results identified a cluster of CXCL9/10-producing dFBs/pAds in ACD, and showed that targeted deletion of *Ifngr1* in PDGFRA^+^ dFB not only reduced DNFB-induced *Cxcl9/10* production but also reduced trafficking of CD8^+^ T cells to affected skin sites. These results suggest that an inflammatory amplification circuit may exist between T cells and dFBs through the IFNγ–IFNGR and CXCL9/10-CXCR3 signaling network, providing a better understanding of the mechanism of action underlying IFNγ- and/or CXCL9/10-driven allergic skin inflammation. In line with our results, a recent study by Prof. Chen’s group revealed the emerging roles of dFBs in the development of autoimmune diseases. They identified a subset of IFNγ-responsive dFBs which are required to recruit and activate CD8^+^ cytotoxic T cells during the pathogenesis of vitiligo (Xu et al., 2022). In response to paracrine IFNγ signaling, dFBs orchestrate autoimmune CD8^+^ T cells through secreted chemokines, including CXCL9 and CXCL10. Furthermore, the authors showed that anatomically distinct fibroblast subsets with differential IFNγ responses are the key determinants of body-level patterns of lesions in vitiligo, highlighting dFB subpopulations as therapeutic targets for vitiligo and other autoimmune diseases. While our results reveal that the cellular interaction between lymphocytes and dFBs promotes ACD pathology, a recent study shows that the innate δγ T cells interact with CD8^+^ T cells through the IFNγ – IFNGR pathway to restrain the proliferative and effector potential of CD8^+^ T cells (Muñoz-Ruiz et al., 2023), suggesting that activation of IFNGR signaling may either promote or inhibit type-1 effector immune response in a cell-type-specific manner.

In the murine model of ACD, the initial sensitization phase involves exposing mouse skin to a high dose of DNFB to prime memory T cells in lymphoid organs, and this is followed by a later challenge/elicitation phase, during which the mice are re-exposed to a lower dose of DNFB in a different area of the skin, distal from the original sensitization site (Vocanson et al., 2009; Manresa, 2021). Our results indicate that the type-1 inflammation observed upon ACD elicitation is predominantly driven by memory T cells recruited from lymphoid organs, rather than by skin resident memory T cells. However, other studies have shown that when the later elicitation phase is conducted on the same skin area as the initial sensitization, it results in a rapid allergen-induced skin inflammatory response, that is primarily mediated by IL17A-producing and IFNγ-producing CD8^+^ skin resident memory T cells (Wongchang et al., 2023; Murata and Hayashi, 2020; Gadsbøll et al., 2020; Schmidt, 2017). These studies suggest that Trm cells establish a long-lasting local memory during the initial sensitization, and upon re-exposure to the hapten in the same skin area, these site-specific Trm cells can rapidly contribute to a robust type-1 skin inflammatory response.

Infiltration of basophils into inflammatory sites has been demonstrated in several allergic diseases, including atopic dermatitis, allergic rhinitis and asthma (Miyake and Karasuyama, 2017) however, basophils are often regarded as minor relatives of mast cells and have long been neglected in immunological studies. Using several independent approaches, including scRNA-seq, FACS and immunostaining, we showed that basophils rapidly infiltrated the skin dermis and were the primary source of Th2 cytokines (IL4 and IL13) in DNFB-elicited ACD skin. In line with our report, a recently published scRNA-seq study of an ovalbumin (OVA)-sensitized murine skin model also unexpectedly found that mast cells/basophils, rather than T cells, are the major source of IL4 and IL13 (Xu et al., 2022). Another recent study showed that basophil-mediated type-2 immune response is mediated by IL3-produced by T cells in the hapten-induced ACD mouse model (Hachem et al., 2023). Future studies investigating cellular interactions between basophils and dFBs will advance our understanding of the basophil chemotaxis mechanism and the role of basophils in skin allergic inflammation.

Our study has a few limitations. CXCR3 is preferentially expressed on type 1T cells and plays pivotal role in the T cell trafficking and IFNγ production (Groom et al., 2012). Our in vitro study is limited by only focusing on CXCL9/10-CXCR3 axis involvement in IFNγ production without studying its role in driving T cell migration. Secondly, although we have showed that the active ACD pAd (r5) and the active IFNγ-responsive vitiligo dFBs (Xu et al., 2022) are enriched a highly similar panel of IFNγ-inducible genes, our study is limited by the use of only one skin inflammation model. Future studies are still needed to determine whether this fibroblast-T cell axis may be broadly applied to other ACD models or to other type-1 immune response-related inflammatory skin diseases.

Taken together, our findings highlight a central role of type-1 immune response in driving ACD-like skin inflammation in both mice and human, and indicate that dermal fibroblasts are not just structural cells but also play a viscous role in amplifying type-1 inflammation in skin dermis. The interaction between T cells and dFBs may be potential therapeutic targets for allergic skin reactions. Furthermore, because IFNγ plays a central role in host defense, anti-tumor immunity, and autoimmunity (Kwon, 2018; Pollard et al., 2013), results from our study suggest that tissue-resident fibroblasts may play a role in shaping the development of type-1 immune response in other diseases, such as infectious diseases (such as herpes simplex), cancer, and autoimmune disorders, such as psoriasis, rheumatoid arthritis, and systemic lupus erythematosus.

## Materials and methods

### Animals and animal cares

ICR or C57BL/6 mice used in this study were purchased from GemPharmatech (Nanjing, China), then bred and maintained in standard pathogen free (SPF) environment of the Laboratory Animal Center in Xiamen University. C57BL/6J-Ifngr1^flox/flox^ (Stock No: T009548) was originally purchased from GemPharmatech (Nanjing, China) and Pdgfra-creERT (Stock No: 018280) mice were originally purchased from Jackson laboratory (Bar Harbor, ME, USA). The tamoxifen-inducible Ifngr1 conditional knockout mice were generated by breeding Ifngr1^flox/flox^ with Pdgfra-cre/ERT mice. Pdgfra-creERT; Ifngr1^flox/flox^ male mice (n=4/group) were daily administrated intraperitoneally with tamoxifen (Sigma-Aldrich, St. Louis, MO, USA) solution (20 mg/mL stock solution dissolved in corn oil (Aladdin, Shanghai, China)) at 75 mg/kg body weight from post-sensitization day 3 to day 8. All mice were bred and maintained in standard pathogen free environment of the Laboratory Animal Center in Xiamen University, and all animal experiments were approved by the Animal Care and Use Committee of Xiamen University. (protocol code XMULAC20190090).

### DNFB-induced mouse model of ACD

DNFB-induced ACD mouse model was carried out according to published protocol (Manresa, 2021). For sensitization, the dorsal skin of 7~8 weeks old male ICR mice (n=8) was first painted with 25 μL 1.0% DNFB (dissolved in 4:1 mixture of acetone and olive oil) (Xilongs, Shenzhen, China). Six days after sensitization, to elicit ACD, 20 μL 0.2% DNFB was painted to each ear, and ear skin samples were collected at 24 hr or 60 hr post-elicitation for analysis. For treatments, 250 μL undiluted birch sap extract (BSE) was topically applied to ear skin from 12 hr post-elicitation, three times a day, and ear skin samples were collected at 60 hr post-elicitation. 1% Hydrocortisone (HC) ointment (Aveeno, Johnson & Johnson, Maidenhead, Berkshire, UK) was used as the positive group, and dH_2_O was used as the vehicle control.

### Human skin sample collection and analysis

Fresh adult human full thickness skin biopsies, from age and sex matched healthy and ACD donors were collected by the department of dermatology at the First Affiliated Hospital of Fujian Medical University. ACD disorder was diagnosed based on their clinical appearance, history and treatment history. All ACD samples analyzed in this study were consistent with clinical and pathological criteria for ACD patients. All sample acquisitions were approved and regulated by Medical Ethics Committee of the First Affiliated Hospital of Fujian Medical University (reference number No. 2020[146]). The informed consent was obtained from all subjects prior to surgical procedures. Upon collection, these samples were directly fixed with paraformaldehyde (PFA) then proceed for paraffin embedding for histological or immunofluorescent analyses.

### Single-cell RNA library preparation, sequencing and data process

Ear skin biopsies were collected from control or DNFB-elicited skin, and skin biopsies were minced and digested with collagenase D and DNase1 to isolate single skin cells as previously described (Sun et al., 2023). Dead cells were removed using DeadCell Removal kit (Miltenyi Biotic,130-090-101) according to manufacturer’s instruction. Live cells were counted using a hemocytometer and resuspended in 2% BSA at a concentration of 3000 cells/uL. All three samples were loaded on a 10 x Genomics GemCode Single-cell instrument that generates single-cell Gel Bead-In-EMlusion GEMs. Barcoded, full-length cDNAs were reverse-transcribed from polyadenylated mRNA. Silane magnetic beads were used to remove leftover biochemical reagents and primers from post GEM reaction mixture. Next, libraries were generated and sequenced from the cDNAs with Chromium Next GEM Single Cell 3’ Reagent Kits v 2. cDNA libraries were sequenced on an Illumina Novaseq6000 platform (Illumina). The raw sequencing data was demultiplexed and aligned to the reference genome mm10-1.2.0 using Cell Ranger v3.0.2 pipiline (10 x Genomics). The generated raw gene expression matrix was converted into Seurat objects using the R package Seurat v2.0. To remove doublets and poor-quality cells, we utilized the following procedures to control for cell quality:>200 genes/cell,<5000 genes/cell;>25,000 unique molecular identifiers(UMIs); and <8% mitochondrial gene expression. Low quality cells and outliers were discarded, and only ～ 18,241 viable cells were used for downstream analysis. These included ~9871 cells – control;~8370 cells – DNFB-elicited ACD. 

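With the limits of the methods and the UMI limit taken as an upper one, 12213 control and 11665 ACD cells were kept, 23878 in all, holding 92188895 and 99649023 UMIs. Read as printed, with more than 25000 UMIs required, 32 control and 158 ACD cells would remain. In control and ACD, 113 and 174 barcodes had 200 genes or fewer, 141 and 510 had 5000 or more, 150 and 617 exceeded the UMI limit, and 418 and 733 reached 8% mitochondrial UMIs. Medians of the cells kept were 6850 and 7447 UMIs and 2336 and 2365 genes. A stricter filter of at least 500 genes and under 5% mitochondrial UMIs kept 11365 and 10806 cells. Scrublet called 4.95% of control and 4.01% of ACD cells as doublets, and 84.1% and 60.0% of the cells in mixed sub-clusters.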

Unsupervised clustering and gene expression were visualized with the Seurat 2.0 on R studio, and assignment of cell clusters was based on expression of validated marker genes. Single cell RNA libraries construction, sequencing and bioinformatic analysis was assisted by GENE DENOVO Inc (Guangzhou, China).

### Cell-chat signaling network analysis

R package CellChat 1.3.0 (Jin et al., 2021) was used to evaluate the potential cell-cell communication between dFB subclusters and other cell types, especially immune cells, during ACD pathogenesis. The scRNA-seq data was imported to implement CellChat platform in R software. The process includes projecting the gene expression data onto protein-protein interaction (PPI) network, then assigning a probability value to infer biological cell-cell communication network, and calculating the centrality indicator of interacting network to identify the role / contribution of each cell population in distinct signaling pathways. The number and strength of identified cell-cell communication is displayed through hierarchical graphs, circle charts, heatmaps, etc. to visualize single or multiple signaling pathways.

### Flow cytometry analysis and cell sorting

FACS procedure of dermal fibroblasts and immune cells was modified from previously established or reported methods (Sun et al., 2023; Zhang et al., 2019). Skin tissues were digested with collagenase D (Sigma-Aldrich, St. Louis, MO, USA) and Dnase 1 (Solarbio, Beijing, China) to prepare single cell suspension. Cell mixture was then filtered through 30 μm filter and treated with red blood cell lysis buffer. For analyzing cytokine expression in skin-derived T cells, isolated skin cells were first cultured in vitro in the presence of PMA (50 ng/ml) (yeasen, Shanghai, China) and lonomycin (500 ng/ml) (Sigma-Aldrich, St. Louis, MO, USA) for 2 hr and Golgi-plug (1:1000) (BD biosciences, California, USA) for additional 1 hr prior to being subjected to FACS analysis. Briefly, freshly isolated mouse skin cells were first stained with zombie violet viability dye (BioLegend, #423114) to label dead cells. Cells were then blocked with anti-mouse CD16/32 (eBioscience, #14016185), followed by staining with an antibody cocktail for T cells containing PECy7-CD45 (BioLegend, #147704), PerCP-Cy5.5-CD8 (eBioscience, #45-0081-82), and APC-CD4 (BioLegend, #100516), an antibody cocktail for basophils and mast cells containing PECy7-CD11B (Biolegend, #101216), PE-FcεR1α (BioLegend, #134307) and APC-c-kit (BioLegend, #135108), or an antibody cocktail for immune cells containing FITC-Ly6G (eBioscience, #11593182), PE-F4/80 (eBioscience, #12480182), APC-CD11C (BioLegend, #117310), AF700-MHCII (eBioscience, #56532182), PerCP-Cy5.5-Ly6C (BioLegend, #128012), PECy7-CD11B (Biolegend, #101216), APC-Cy7-CD3 (BioLegend, #100222). To stain intracellular proteins in immune cells, stained cells were then fixed and permeabilized using the intracellular fixation and permeabilization buffer set (eBioscience, #00-8333-56) and stained by FITC-IL4 (BioLegend, #504109), FITC-IL13 (eBioscience, #53-7133-82), AF700-IFNG (BioLegend, #505824), PE-IL17A (eBioscience, #12-7177-81). FACS analysis for protein expression of each cell marker was performed by the Thermo Attune NxT machine and analyzed by FlowJo V10 software. Dead cells stained positive with zombie violet dye were excluded from the analyses.

### Histology, collagen trichrome staining, toluidine blue and immunohistochemistry (IHC)

Staining was performed on either paraffin sections or frozen sections as described previously (Zhang et al., 2021; Zhang et al., 2019). Histology was assessed by Hematoxylin and Eosin (HE) staining solutions, and collagen was stained by the Masson’s Trichrome Stain Kit (Solarbio, Beijing, China). For IHC, fixed sections were permeabilized with 0.1% saponin (Sigma-Aldrich, St. Louis, MO, USA) and blocked in 5% BSA, and blocked sections were incubated with primary antibodies at 4 °C overnight followed by appropriate 488-, Cy5 or Cy3-coupled secondary antibodies in the dark for 4 hr at 4 °C. Finally, sections were mounted by ProLong Gold Antifade Mountant with DAPI (Thermo Fisher Scientific, Cleveland, OH, USA). All images were taken with Aperio VERSA Brightfield, Fluorescence Digital Pathology Scanner or Leica TCS SP8 White Light Laser Confocal Microscope, and processed by photoshop and/or Aperio ImageScope software (Leica Biosystems, Nußloch, Germany). Specific vendors, species, catalog # and dilution information for all antibodies used for IHC is listed here: rabbit anti-CXCL9/MIG (Proteintech, cat # 22355–1-AP, 1:50), rabbit anti-CXCL10/IP10 (Proteintech, cat # 10937–1-AP, 1:50), goat anti-PDGFRA (R&D system, cat # AF1062-SP, 1:100; used for mouse skin staining), anti-IFNGR1(Abcam, cat # ab280353, 1:100), rat PE anti- CD8a (BioLegend, cat # 100708, 1:100), rabbit anti-CD4 (CST, cat # 25229 S, 1:100), Alexa Fluor 488 anti-IFN-γ (BioLegend, cat # 505813, 1:100), rat anti-PDGFRA (eBioscience, cat # 14-1401-82, 1:100; used for human skin staining), armenian hamster PE anti-FcεRIα (BioLegend, cat # 134307, 1:100), rabbit anti-TPSB (Abcam, cat # ab188766, 1:100), Alexa Fluor 488 anti-IL4 (BioLegend, cat # 504109, 1:100), Alexa Fluor 488 anti-IL13 (eBioscience, cat # 53-7133-82, 1:100), rabbit anti-pSTAT1 (CST, cat # 9167 S, 1:100), rat anti-LY6A (R&D system, cat # MAB1226, 1:100). Secondary antibodies were used: Cy3 anti-goat IgG (cat # 705-165-147), Alexa Fluor 488 anti-rabbit IgG (cat # 711-545-152), Alexa Fluor 647 anti-goat IgG (cat # 705-606-147), Alexa Fluor 647 anti-rabbit IgG (cat # 711-606-152), Alexa Fluor 647 anti-rat IgG (cat # 712-606-150). All secondary antibodies mentioned above were purchased from Jackson ImmunoResearch and used at dilution of 1:250.

### Quantitative reverse transcription-quantitative PCR (qRT-PCR) analyses

Total cellular RNA was extracted using the RNAExpress Total RNA Kit (NCM，Suzhou, China) and 500 ng of RNA was reverse transcribed to cDNA using HiScript III Q RT SuperMix kit (Vazyme, Nanjing, China). Quantitative, realtime PCR was performed on the Qtower real time system (Analytikjena, Ilmenau OT Langewiesen • Germany) using SYBR Green Mix (Bimake, Houston, Texas, USA). All of the primers used with SYBR green were designed to span at least one exon to minimize the possibility of nonspecific amplification from the genomic DNA. The expression of *Tbp* gene (TATA-Box Binding Protein) was used as a housekeeping gene to normalize data for the expression of mouse genes. Specific primer sequences are shown in Supplementary file 1.

### Bulk RNA sequencing and bioinformatic analysis

Total cellular RNA were extracted using TRIzol reagent (Sigma,T9424) and RNAExpress Total RNA Kit (NCM, M050). RNA quality was analyzed by bioanalyzer and RNA samples with RIN value >7 were used for sequencing. Next generation sequencing library preparations were constructed according to the manufacturer’s protocol (NEBNext Ultra RNA Library Prep Kit for Illumina). The poly(A) mRNA isolation was performed using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB). The mRNA fragmentation and priming were performed using NEBNext First Strand Synthesis Reaction Buffer and NEBNext Random Primers. First strand cDNA was synthesized using ProtoScript II Reverse Transcriptase and the second-strand cDNA was synthesized using Second Strand Synthesis Enzyme Mix. The purified double-stranded cDNA was then treated with End Prep Enzyme Mix to repair both ends and add a dA-tailing in one reaction, followed by a T-A ligation to add adaptors to both ends. Size selection of Adaptor-ligated DNA was then performed using AxyPrep Mag PCR Clean-up (Axygen), and fragments of ~420 bp (with the approximate insert size of 300 bp) were recovered. Each sample was then amplified by PCR. The PCR products were cleaned up using AxyPrep Mag PCR Clean-up (Axygen), validated using an Agilent 2100 Bioanalyzer (Agilent Technologies), and quantified by Qubit 2.0 Fluorometer (Invitrogen). Then libraries with different indexs were multiplexed and loaded on an Illumina Navoseq instrument for sequencing using a 2x150 paired-end (PE) configuration according to manufacturer’s instructions. The sequences were processed and analyzed by GENEWIZ. Venn diagrams between gene sets were made by BioVenn. The top enriched genes in the active IFNγ-responsive vitiligo dFBs were from the published vitiligo study (Xu et al., 2022). KEGG and gene ontology (GO) pathway analysis for differentially expressed genes and correlation analysis between single cell RNA-seq with bulk RNA-seq were performed by R package clusterProfile 3.12.0.

### Cell extract preparation and ELISA assay

Skin biopsies were lysed in a lysis buffer supplemented with completed proteinase inhibitor cocktail (Apexbio, Houston, USA) to maximally preserve protein modifications as described previously (Zhang et al., 2021). Lysates were homogenized by sonication using digital sonifier FS- 350T (Sxsonic, Shanghai, China) followed by centrifugation to remove DNA and cell debris. Protein concentrations were measured by BCA protein assay kit. Protein lysates were subjected to enzyme-linked immunosorbent assay (ELISA) using mouse DuoSet ELISA commercial kits (R&D Systems, Minneapolis, MN, USA), following manufacturer instructions.

### Primary culture of mouse dermal fibroblasts

Primary mouse dermal fibroblasts were isolated from mouse skin as described previously (Zhang et al., 2021; Zhang et al., 2019). Isolated cells were plated on culture dish in growth medium (DMEM supplemented with 10% FBS and antibiotics/antimycotics) in a humidified incubator at 5% CO_2_ and 37 °C under sterile conditions. Cells from the first passage were replated at 1x10^5^ /mL for in vitro assays. For in vitro IFNγ treatment, dFBs were treated with either recombinant mouse IFNγ (5 ng/ml, R&D Systems, Minneapolis, MN, USA) for 8 or 24 hr before being subjected to qRT-PCR or ELISA analysis.

### Dermal fibroblasts and T cells co-culture

To collected IFNγ-primed dFB conditioned medium (CM), primary dFBs were treated with IFNγ (5 ng/ml, R&D Systems) or PBS control for 2 hr, cells were washed twice with PBS then replenished with fresh medium without IFNγ for additional 48 hr, and CM was collected for the subsequent co-culture experiment with T cells. Primary lymphocytes isolated from skin draining lymph nodes from adult C57BL/6 mice were cultured on plates precoated with anti-mouse α-CD3 (3 μg/ml, Biolegend, #100340) and anti-mouse α-CD28 (3 μg/ml, Biolegend, #102116) in RPMI medium supplemented with 10% FBS with or without dFB-CM. After 4 days, medium was collected for ELISA analysis. To neutralize CXCR3, T cells were pretreated with anti-CXCR3 neutralizing antibody (10 μg/ml, Biolegend, #126526) or control IgG antibody (10 μg/ml, Biolegend, #400902) for 30 min before adding dFB-CM. For treatments, T cells were pretreated with 5% undiluted BSE for 30 min before adding dFB-CM and 5% dH_2_O was used as the vehicle control.

### Statistical analysis

Experiments were repeated at least three times with similar results and were statistically analyzed by GraphPad Prism 8 software. For experiments with two groups, statistical significance was determined using Student’s unpaired two-tailed t-test. For experiments with more than two groups, one-way ANOVA multiple comparison test was performed as indicated in the legend. A p value of<0.05 was considered statistically significant (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

## Data Availability

The accession numbers for the raw data files of the scRNA-seq analyses reported in this paper are deposited in the GEO database under accession codes: GSE224848. The following dataset was generated: ZhangLJ 2024Defining Cell Type-specific Immune Responses in Allergic Contact Dermatitis by Single-cell TranscriptomicsNCBI Gene Expression OmnibusGSE22484810.7554/eLife.94698PMC1136443939213029

# Supplementary material for: Defining cell type-specific immune responses in a mouse model of allergic contact dermatitis by single-cell transcriptomics
**Source:** eLife. 2024 Aug 30;13:RP94698. doi: 10.7554/eLife.94698
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes **a minimum set of requirements** in transparent reporting mainly applicable to studies in the life sciences.

eLife asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see eLife's [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. |                                                   |     |

| DNA and RNA sequences                                                                                                              | Indicate where provided:<br>section/figure legend | N/A |
|------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including <b>primers</b> , probes: <b>Sequences</b> should be included or deposited in a public repository. |                                                   |     |

| Cell materials                                                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| <b>Cell lines</b> : Provide <b>species information</b> , <b>strain</b> . Provide accession number in repository OR <b>supplier name, catalog number, clone number</b> , OR RRID. |                                                   |     |
| <b>Primary cultures</b> : Provide species, strain, sex of origin, genetic modification status.                                                                                   |                                                   |     |

| <b>Experimental animals</b>                                                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| <b>Laboratory animals</b> or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                           |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                                  |                                                           |            |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           |            |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           |            |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      |            |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           |            |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           |            |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               |                                                                                                           |     |
| Randomisation                                                           |                                                                                                           |     |
| Blinding                                                                |                                                                                                           |     |
| Inclusion/exclusion criteria                                            |                                                                                                           |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------|------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. |                                                |     |
| Define whether data describe technical or biological replicates.       |                                                |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                  |     |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |                                                  |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                  |     |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  |     |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   |     |

| Statistics                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------|---------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. |                                                   |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). |                                                     |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         |                                                     |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                     |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   |     |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   |     |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                   |     |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   |     |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Defining cell type-specific immune responses in a mouse model of allergic contact dermatitis by single-cell transcriptomics
**Source:** eLife. 2024 Aug 30;13:RP94698. doi: 10.7554/eLife.94698
**Supplement:** Supplementary file 1.

**Table S1. List of gene primers used for RT-qPCR:**

| **Gene** | **Strand** | **Primer sequence** |
| --- | --- | --- |
| ***Tbp*** | Forward | CCTTGTACCCTTCACCAATGAC |
|  | Reverse | ACAGCCAAGATTCACGGTAGA |
| ***Col1a1*** | Forward | GCTCCTCTTAGGGGCCACT |
|  | Reverse | ATTGGGGACCCTTAGGCCAT |
| ***Il1b*** | Forward | GAAATGCCACCTTTTGACAGTG |
|  | Reverse | TGGATGCTCTCATCAGGACAG |
| ***Ly6g*** | Forward | GACTTCCTGCAACACAACTACC |
|  | Reverse | ACAGCATTACCAGTGATCTCAGT |
| ***Ifng*** | Forward | GCCACGGCACAGTCATTGA |
|  | Reverse | TGCTGATGGCCTGATTGTCTT |
| ***Il4*** | Forward | GAGCCATATCCACGGATGCGAC |
|  | Reverse | ATGCGAAGCACCTTGGAAGCCC |
| ***Il17a*** | Forward | ACGCGCAAACATGAGTCCAGGG |
|  | Reverse | TGAGGGATGATCGCTGCTGCCT |
| ***Mcpt8*** | Forward | AACGCTGAAGGAGGGGAAATCA |
|  | Reverse | TTGCCACCAGGAAACCACCA |
| ***Cma1*** | Forward | CACGGAGTGCATACCACACT |
|  | Reverse | AAGCTTCTGCCACGTGTCTT |
| ***Cd68*** | Forward | CTTCCCACAGGCAGCACAG |
|  | Reverse | AATGATGAGAGGCAGCAAGAGG |
| ***Cxcl9*** | Forward | GGAGTTCGAGGAACCCTAGTG |
|  | Reverse | GGGATTTGTAGTGGATCGTGC |
| ***Cxcl10*** | Forward | CCACGTGTTGAGATCATTGCCACG |
|  | Reverse | ATCCATCGCAGCACCGGGGT |
| ***Cxcr3*** | Forward | TACCTTGAGGTTAGTGAACGTCA |
|  | Reverse | CGCTCTCGTTTTCCCCATAATC |
| ***Cd8a*** | Forward | GACCGGATTGGACTTCGCCT |
|  | Reverse | GACTAGCGGCCTGGGACATT |
| ***Il10*** | Forward | GGCGCTGTCATCGATTTCTCCCC |
|  | Reverse | GGCCTTGTAGACACCTTGGTCTTGG |
| ***Il13*** | Forward | TGCTTGCCTTGGTGGTCTCGC |
|  | Reverse | GCGGCCAGGTCCACACTCCA |
| ***Cd4*** | Forward | CTAGCTGTCACTCAAGGGAAGA |
|  | Reverse | CGAAGGCGAACCTCCTCTAA |
| ***Ccl2*** | Forward | CACAGTTGCCGGCTGGAGCA |
|  | Reverse | CAGCAGGTGAGTGGGGCGTT |
| ***Stat1*** | Forward | TCACAGTGGTTCGAGCTTCAG |
|  | Reverse | CGAGACATCATAGGCAGCGTG |
| ***Apoe*** | Forward | CTGACAGGATGCCTAGCCG |
|  | Reverse | CGCAGGTAATCCCAGAAGC |
| ***Ifngr1*** | Forward | TGACTATGCACGGTCAAAAGAG |
|  | Reverse | ATTCACAACGACTTCAGGGTG |

How the deposited data were processed for this re-analysis (not part of the article)

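The authors sequenced 1 library of control and 1 of ACD ear skin, aligned them with Cell Ranger (v3.0.2 in the methods, 3.1.0 in the header of the files) to mm10-1.2.0 and clustered them with Seurat 2.0. What they deposited, and what every number here starts from, is the count of unique molecular identifiers (UMIs) per gene and barcode, with 27998 genes and no normalization. Every value was recomputed from these counts, and the authors' own cluster labels were not used here.

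Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Cells kept had more than 200 and fewer than 5000 genes, at most 25000 UMIs and under 8% mitochondrial UMIs. The methods print the UMI limit as a lower one, and it was read as an upper limit. UMIs of a cell were scaled to 10000 and ln(1 + x) was taken. The 2000 most variable genes, after leaving out mitochondrial genes and every gene the paper reports as a result, gave 30 principal components, a graph of 20 neighbors and Leiden clusters at resolution 1. The 2 libraries were clustered together without batch correction.

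A cluster was named after the class whose markers had the highest mean log2 fold over the other cells, if at least 3 of them were found in 10% of its cells. No other class was allowed more markers among its 10 leading genes, and a cluster with under 1/3 of the median depth of its libraries needed a marker among them. A sub-cluster with at least 3 markers of another class at a fold of 2 was set apart as mixed, unless 3 markers of its own subset led it. These thresholds were set after the clusters had been seen. Clusters below them stayed unnamed. T cell receptor genes and Ighm are missing from the annotation of the files, so subsets rest on the remaining markers. Doublets were not called in the main setting. The dFB sub-cluster with the highest Cxcl9 and Cxcl10 was followed as the closest match to the paper's dFB_r5, and its levels of those 2 genes are circular.

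The level of a gene is its UMI sum in a class over the UMI sum of the class, per 1000000 UMIs. Intervals are exact and cover counting error only. With no control UMIs, the ratio is given as at least a fold, taking 3 control UMIs. Ranks use genes with at least 50 UMIs and 10 UMIs per 1000000 added on each side. Shares of cells with a UMI use cells thinned to 2000 UMIs, and shallower cells are left out. Genes named are those in the paper's scRNA-seq results, and the 5 genes at each end of the ranks of CD4+ and CD8+ T-like, mononuclear phagocyte-like, dFB-like and Cxcl9/Cxcl10-high dFB cells. Results for some genes that the paper names are not reported here.

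Gene lists were compared by the median log2 ratio with 10000 random lists matched on mean expression. The IFNγ list of 200 names, the same list of 178 names, the vitiligo list of 100 names and the same list of 122 names all had a percentile of 100 in dFB-like cells, where the medians were 0.87, 0.79, 1.67 and 1.55. A list of 16 immediate-early genes had a median of -0.60 in CD4+ and CD8+ T-like cells, at percentile 0.

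Positions come from the GENCODE M21 annotation on GRCm38, the build of mm10-1.2.0, and 27645 of the 27998 identifiers were found in it. Alternatives were the filter (all deposited barcodes, or at least 500 genes and under 5% mitochondrial UMIs), Scrublet calls removed, resolutions 0.5 and 2, all variable genes used, each library clustered separately, gates on marker UMIs, the mean over cells, median-of-ratios size factors, a denominator without chondrocyte-like cells, a pseudocount of 1, at least 20 UMIs, and thinning to 1000.

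In a self-test on simulated changes, 95.6% of intervals in dFB-like, 95.6% in T/NK/ILC-like and 95.9% in mononuclear phagocyte-like cells held the true value. The simulated sums were Poisson draws without spread between cells or libraries, so this coverage does not extend to that spread. All 200 changed genes had the true sign, a raised list had percentile 100, and an unchanged list had percentiles of 84.0, 49.7 and 21.4.

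Left out were flow cytometry, qRT-PCR, ELISA, staining and knockout results, the in vitro and vitiligo expression data, the human data, pathway enrichment, transcription factor activity and signaling networks, which were not analysed here.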

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

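All of the tests in this part were chosen only after the result was seen, and the tables are counts of 1 library per condition.

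Saa3 (ENSMUSG00000040026) rose in dFB-like cells from 9.54 to 1327 UMIs per 1000000, a log2 ratio of 7.12 (95% interval 6.94 to 7.30), and Lcn2 (ENSMUSG00000026822) from 1.87 to 194, 6.69 (6.29 to 7.13). The text of the paper names neither gene, and Saa3 was among the genes left out of the clustering. Of all ACD UMIs, dFB-like cells held 86.1% for Saa3 and 47.2% for Lcn2, and the Cxcl9/Cxcl10-high dFB sub-cluster alone 58.1% and 34.9%. Within that sub-cluster Saa3 rose less, from 992 (91 UMIs in 9 control cells) to 3371 UMIs per 1000000, 1.77 (1.47 to 2.08). Lcn2 had 1 control UMI there and a ratio of 5.63 (3.15 to 10.94). The sub-cluster also grew from 9 to 268 cells, which adds to the Saa3 ratio over all dFB-like cells. Free RNA from other cells is argued against for Saa3, since the next highest class, neutrophil-like cells, had 134 UMIs per 1000000. For Lcn2 neutrophil-like cells had 1570 in ACD, so part of its dFB-like level may be free RNA, which the Saa3 value of 134 does not settle. A hypothesis is that a part of dFBs takes on an acute-phase state next to the IFNγ response. The 9 control cells of the sub-cluster held 91 Saa3 UMIs and 0 of Cxcl9 and Cxcl10, so Saa3 was also found without these chemokines, in few cells. Whether the same cells carry both in each mouse stays open with 1 library.

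Pericyte-like cells carried Cxcl9 and Cxcl10. Cxcl10 rose from 71.9 to 1486 UMIs per 1000000, a log2 ratio of 4.37 (4.06 to 4.70), and Cxcl9 from 0 UMIs to 1180, at least 481-fold. Of 97 ACD cells, 43 had a UMI of Cxcl9 and 44 of Cxcl10, and the 5 highest cells held 52.7% and 43.9% of the UMIs. Over the class, the median dFB marker stood at 2.68% of its level in the Cxcl9/Cxcl10-high dFB sub-cluster, against 87.0% for Cxcl9 and 157% for Cxcl10. Dpt (64.1%) and Prrx1 (170%) were high too. The median argues against dFB RNA spread evenly over the class. It cannot decide on dFB doublets among the 5 highest cells, whose dFB markers were not looked at alone. Doublets with mononuclear phagocytes are argued against too, with a median of 0 and at most 0.247% over 13 markers. Free RNA is argued against by chondrocyte-like cells, at 0.572% of the pericyte-like Cxcl9 level. That few cells carry most UMIs stays open.

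The IFNγ gene list of 200 names was also higher in ACD in other resident classes, with medians of 1.65 in endothelial-like (97 genes with at least 50 UMIs), 1.81 in pericyte-like (81) and 1.47 in keratinocyte-like cells (71). These are over other genes than in dFB-like cells (144), so the classes are not ranked. Free RNA of dFBs is argued against by Saa3, which at most reached 1.69% of its dFB-like level in these classes. Iigp1 stood at 149% in endothelial-like and 296% in pericyte-like cells, and so is no dFB-specific tracer. Doublets are argued against, as without Scrublet calls the lowest of the medians was 1.46. One hypothesis is that IFNγ reaches all stromal and epithelial cells of ACD skin, so the response of dFBs may not be specific to them. Protein or function was not measured.

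A Siglech-led sub-cluster of mononuclear phagocyte-like cells held 39 ACD cells, 0.334% of 11665 (0.238 to 0.457%), and 0 of 12213 control cells, which allows up to 0.0302%. The text of the paper does not mention Siglech. Fewer mononuclear phagocytes in control are argued against as the cause, since 9.87 control cells would be expected at the ACD share among 85 cells. Whether such cells are absent from every control mouse stays open.

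A Cd79a-led sub-cluster, with Cd79b and Ms4a1 next, held 45 ACD and 5 control cells, 0.386% (0.282 to 0.516%) and 0.0409%, at medians of 2921 and 2184 UMIs. The text of the paper does not mention Cd79a. Doublets are argued against, as Scrublet called 0% of its ACD cells. The naming rule set it apart as mixed because it carried markers of B or plasma cells. Whether these cells came from skin or from blood in the ear stays open.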

How the results depend on the processing

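The marker lists and alternatives in this part were set before the data were examined. The sum over dFB-like and unnamed cells was chosen only after the dFB-like part had been seen to move. The cause of a move was tested only where stated. No paired analysis was possible because each condition was 1 library from different mice.

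The 15 main results were recomputed 120 times: 84 stayed the same, 36 moved (17 larger, 19 smaller) and 0 reversed. The 129 others were recomputed 689 times: 462 stayed, 220 moved (106 larger, 114 smaller) and 7 reversed. A value was called moved if it left its main interval, and a rank if it passed 1.5 times its main rank. A value was called reversed only if its sign changed and its main interval left out 0. The sign changed in 12 more cases where that interval held 0, for Col1a1 and Lpl in the Cxcl9/Cxcl10-high dFB sub-cluster and Lpl in pAd-like cells, and 7 of these are among those that moved.

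Scrublet calls removed: Ccl2 in basophil-like over mast cell-like cells -7.52 (main -6.52), Col1a1 in dFB-like cells -0.60 (main -0.76), percent of Cxcl10 and Cxcl9 UMIs in dFB-like cells 23.1% and 39.0% (main 43.4% and 57.6%), of Ifng in T/NK/ILC-like cells 95.5% (main 86.3%) and of Il17a in δγT-like cells 81.0% (main 72.8%). Reversed were Col3a1 in the Cxcl9/Cxcl10-high dFB sub-cluster (-0.65, main 0.33), Irf1 in dFB-like cells (-0.012, main 0.04) and Lpl in dFB-like cells (0.080, main -0.11). For Cxcl9 the cause was shown: a dFB-like cluster lost its name, and dFB-like and unnamed cells together held 66.3% in the main setting, 68.8% without Scrublet calls and 66.3% at resolution 2 (Cxcl10 50.1%, 52.4% and 50.7%).

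All deposited barcodes: Col1a1 -0.83, Cxcl10 39.1%, Cxcl9 51.1%, Ifng 83.0%, Il13 in basophil-like cells 57.3% (main 64.1%), Il17a 71.2% and Il4 in basophil-like cells 80.3% (main 90.3%). Reversed was Irf1 in dFB-like cells (-0.048).

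All variable genes used: Ccl2 -7.37, Col1a1 -0.80, Cxcl10 49.1% and Cxcl9 66.0%.

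Each library clustered separately: Ccl2 -7.35 and Col1a1 -0.80. Reversed was Cd74 in macrophage-like cells (-0.29, main 1.90). This setting gave no ratio of ACD over control for classes that were not named in the control library, among them CD8+ T-like, Treg-like and NK/ILC1-like cells, though it gave values of the ACD library alone, and none for ratios of the Cxcl9/Cxcl10-high dFB sub-cluster.

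Stricter filter: Ccl2 -7.47, Col1a1 -0.75, share of T/NK/ILC-like cells 2.21 (main 2.07) and Cxcl9 58.8%. Reversed was Col3a1 in the Cxcl9/Cxcl10-high dFB sub-cluster (-0.083).

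Resolution 0.5 moved Col1a1 to -0.74. Resolution 2 moved Col1a1 to -0.64, Cxcl10 to 26.8% and Cxcl9 to 40.9%, and reversed Lpl in dFB-like cells (0.012). The mean over cells moved Col1a1 to -0.72 and median-of-ratios size factors to -0.75. Leaving chondrocyte-like cells out of the denominator moved the T/NK/ILC-like share to 1.88, and gates on marker UMIs the CD4+ T-like share to 2.21 (main 1.70).

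Thinning each cell to 2000 UMIs moved Cxcl10 to 36.1%, Cxcl9 to 52.3%, Ifng to 93.1%, Il13 to 76.5% and Il17a to 80.6%. It lowers the weight of deep cells, and the cause of each move was not tested. Mast cell-like cells are limited by depth, with 85 of 153 ACD cells below 2000 UMIs.

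Of the other results, thinning to 1000 moved 26 of 35, a pseudocount of 1 moved 9 of 20 ranks and the mean over cells moved 31 of 57. At least 20 UMIs moved 0 of 20 ranks beyond 1.5 times the main rank, though smaller changes in rank occurred.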

Differences from the paper's values

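The alternatives of this part were fixed in advance. The naming thresholds, the choice of the Cxcl9/Cxcl10-high dFB sub-cluster by its levels of those genes, and which statements of the paper to compare were chosen only after the result was seen, with no tests among them.

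The paper kept 9871 control and 8370 ACD cells, 18241 in all. Here 12213 and 11665 cells, 23878 in all, passed the limits in the methods. The stricter filter kept 11365 and 10806, and 11608 and 11197 were left with Scrublet calls removed, so no setting reached the paper's numbers.

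The share of CD8+ cells among control T cells was the paper's about 1.5% in Fig. 2B, read by eye, and 2.51% here (21 of 835 T/NK/ILC-like cells, 95% interval 1.56 to 3.82%). The denominators are the paper's T cell clusters and the T/NK/ILC-like class, so no direction is given. Of the alternatives set before the data were examined, gates on marker UMIs closed the gap, with 1.68%. The others did not: all deposited barcodes gave 2.83%, the stricter filter 2.61%, Scrublet calls removed 2.88%, resolution 0.5 2.51%, resolution 2 2.40% and all variable genes used 2.88%, and separate clustering of each library gave no value. In ACD the share was the paper's about 16% in Fig. 2B, read by eye, and 23.9% here (22.5 to 25.4%), with 19.9% by gates. T/NK/ILC cells were the paper's about 38% of ACD cells in Fig. 1E, read by eye, and 28.8% here (28.0 to 29.6%), or 38.4% of cells that are not chondrocyte-like. In these 2 pairs one value is less than 1.5 times the other.

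The paper calls Tem and Trm genes scarce in ACD CD4+ and CD8+ cells. Of the 6 genes, Cx3cr1, Itga1 and Prdm1 were scarce here, at 22.2 UMIs per 1000000 or less, and 3 were not. By that cut S1pr1, which the paper lists as a Tcm gene, was scarce in CD8+ T-like cells too, though not in CD4+ T-like cells. Cd69 had 760.5 and 674 UMIs per 1000000 in CD4+ and CD8+ T-like cells, above Cd28 (547 and 313), and Il7r 238 and 94.9 and Itgae 61.7 and 93.9, against 53.8 and 91.6 for Cd27. No setting brought Cd69 below Cd28. In control, Cd69 was found in 61.5% of 39 CD4+ and 65.0% of 20 CD8+ T-like cells at 2000 UMIs, against 65.6% of each in ACD. The cut was set after the levels had been seen, and levels of different genes do not assign a memory type.

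The paper describes Il10 as induced in Treg. Its level fell in Treg-like cells in every setting that gave a value, with a log2 ratio of -2.26 in the main one. The control level rests on 22 UMIs in 4 of 40 cells, and the share of cells with an Il10 UMI did not fall unthinned (10.0% and 10.7%), while thinned to 2000 UMIs it was 12.1% and 5.47%. The paper describes Ifng as induced in NK/ILC1 cells. Its ratio was 0.11 (-0.82 to 1.24) on 9 control UMIs, and up to 0.62 with median-of-ratios size factors.

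The paper lists Ifitm2 among the top genes in T cells. It ranked 2066 of 8536 genes in CD4+ and CD8+ T-like cells, while Ifitm3, Ifng and Ifitm1 ranked between 11 and 218. With a pseudocount of 1 the latter genes ranked between 321 and 893. Ifitm2 ranked 2574 to 2639 with a pseudocount of 1 or at least 20 UMIs. Its log2 ratio ran from 0.18 to 1.70 across 10 alternatives (main 0.26). Those of Ifng, Ifitm1 and Ifitm3 reached 3.53, 2.67 and 3.08. Ranks were recomputed only with the other pseudocount and UMI limit.

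The paper places Cd74 and H2-Ab among the genes that fell most in MACs. They ranked 766 and 879 from the lowest of 5928 genes in mononuclear phagocyte-like cells and rose in macrophage-like cells, by 1.90 and 2.37. Clustering each library separately gave a fall of Cd74 there (-0.29) but none of H2-Ab1 (0.071).

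The paper reports a loss of Lpl in r5 pAds. The Cxcl9/Cxcl10-high dFB sub-cluster has 9 control cells and got no name from its markers. It need not hold the cells of r5, so its ratios below do not decide on the paper's statements. Lpl had ratios of -0.11 in dFB-like, 0.02 in pAd-like and -0.09 in Cxcl9/Cxcl10-high dFB cells. In the last it was lower with Scrublet calls removed (-0.77), all deposited barcodes (-1.15) and resolution 2 (-0.71), and not with all variable genes used (1.77, -0.09 to 4.81) or the mean over cells (0.49). In pAd-like cells it was lower with all variable genes used (-0.33) and Scrublet calls removed (-0.14). The paper reports lower ECM genes in r5 pAds too. Col1a1 was lower in pAd-like cells (-0.87, and -1.04 to -0.80 across the alternatives) and in dFB-like cells (-0.76). Col3a1 was also lower in both, with -0.50 in dFB-like cells. Col1a1 (-0.07) and Col3a1 (0.33) were not clearly lower in the Cxcl9/Cxcl10-high dFB sub-cluster, though Col1a1 was with Scrublet calls removed (-0.80), the stricter filter (-0.52), resolution 0.5 (-0.23) and resolution 2 (-0.21), and Col3a1 with Scrublet calls removed (-0.65). Other settings went the other way: with all variable genes used Col1a1 was at 1.63 and Col3a1 at 0.64, and the mean over cells and size factors gave Col1a1 ratios of 0.23 and 0.17.

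The paper finds Cxcl9 and Cxcl10 highest in the dFB_r5 cluster across cell types. In the main setting Cxcl9 was highest in the Cxcl9/Cxcl10-high dFB sub-cluster, which was picked by this gene, but it was higher in pericyte-like cells, a class not shown in Fig. 4G, with Scrublet calls removed (1259 against 879 UMIs per 1000000) and at resolution 2 (1179.5 against 955). With the stricter filter (1451 against 1410.4) and all variable genes used (1156 against 1139.5) pericyte-like cells were higher too, with overlapping intervals. Cxcl10 was higher in pericyte-like cells in the main setting (1486 against 949.6) and in every alternative that gave both values. The paper finds Ifngr1 and Ifngr2 highest in r5 among dFB clusters. Both ranked 3 of 10 in that sub-cluster.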

Other observations

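Of the tests in this part, those for Fos in dFB-like cells, Cd74 in macrophage-like cells, Cxcl9 in chondrocyte-like cells, Il4 in mast cell-like cells and the T/NK/ILC-like share were written beforehand, and those for Klf4, Col1a1, Apoe, the dFB-like share of resident cells, the Cxcl9/Cxcl10-high dFB sub-cluster and hemoglobin were chosen only after the result was seen.

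Fos, Zfp36 and Klf4 were lower in ACD CD4+ and CD8+ T-like cells. The test written beforehand asked for a fall by a similar factor in most resident classes. Fos was lower in 7 of 10 resident classes, by at least 0.5 of the T-like value only in endothelial-like cells (-1.08), and had a log2 ratio of 0.054 in dFB-like cells, which argues against a cause common to all classes. It was also lower in mononuclear phagocyte-like (-1.08), Treg-like (-0.98), mast cell-like (-0.89) and basophil-like cells (-0.69). Immediate-early genes as a list were lower in Treg-like (median -0.94), pericyte-like (-0.57) and endothelial-like cells (-0.42), but higher in dFB-like, chondrocyte-like and Schwann-like cells (0.18 each). Klf4 was lower in 9 of 10 resident classes and Zfp36 in 5 of 10. A difference in dissociation stress between the 2 libraries that reached immune cells and some resident classes could give this, so for these genes stress and a response to DNFB cannot be told apart with 1 library per condition.

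Col1a1 was lower in ACD dFB-like cells. With each sub-cluster held at its control weight the log2 ratio was -0.16, against -0.52 for the same 10 sub-clusters without weights, and it was lower in 6 of 10, from -2.83 to 0.34. Since the sub-clusters went both ways and cells that lose matrix genes could move to another one, a changed makeup and a loss within cells cannot be told apart for Col1a1. Apoe kept a ratio of -0.69 at control weights, against -0.99, and was lower in 10 of 10, which argues against makeup alone.

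Cd74 and H2-Ab1 fell over mononuclear phagocyte-like cells, but in macrophage-like cells Cd74 rose, with a log2 ratio of 1.90. Langerhans-like cells fell from 36.5% to 8.33% of these cells, which could lower Cd74, while DC-like cells did not become fewer (38.8% and 39.3%) and had less Cd74 in ACD (-0.69). At control weights the ratio over 3 sub-clusters went from -0.32 to -0.01 for Cd74 and from -0.30 to -0.02 for H2-Ab1, but for Cd74 these ranged from -0.82 to 1.90, so a mean near 0 decides nothing. The macrophage-like ratio rests on 19 control cells and was -0.29 when each library was clustered separately. For Cd74 and H2-Ab1, a changed makeup and a fall within cells therefore cannot be told apart.

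Free RNA from other cells is argued against as the source of Cxcl9 in dFB-like cells, since the 2928 chondrocyte-like cells of the ACD library had 6.75 UMIs per 1000000. For Il4 in mast cell-like cells, free RNA or doublets from basophils are argued against: the median of 5 basophil markers was 0.330% of its basophil-like level (0 to 57.9%), while Il4 stood at 23.7%.

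The Cxcl9/Cxcl10-high dFB sub-cluster held 9 control and 268 ACD cells. Doublets are argued against, with 0.746% of its ACD cells called by Scrublet. Depth alone is argued against as well, since 201 of 204 control dFB-like cells at or above its median depth fell outside it. Its markers gave it no name, and a hypothesis is that pAds and other dFBs converge on it under IFNγ, which may explain why the pAd-like Cxcl9 ratio (8.36) was high too. That could not be tested without lineage data, and a doublet share of 0.746% is the only bound at hand.

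The share of T/NK/ILC-like cells rose by a log2 ratio of 1.88 even without chondrocyte-like cells in the denominator, which argues against poorer recovery of chondrocytes as the cause. dFB-like cells fell from 26.8% to 11.4% of cells. Arrival of other cells alone is argued against, since it would leave the makeup of the resident classes unchanged, and the dFB-like share of resident cells fell with a log2 ratio of -0.58 (-0.68 to -0.49). Whether dFBs were lost or recovered less well stays open.

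Hemoglobin genes led the ranks in CD4+ and CD8+ T-like cells. Of these UMIs, 88.9% lay in 2 of 1430 ACD cells (9189 of 10333 UMIs), so a few cells with red blood cell RNA likely account for the rank.

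No NKT-like sub-cluster was found, and a DETC-like one was. The paper names NKT and no DETC. Without T cell receptor genes in the annotation neither name can be settled. Names were rebuilt here, so any difference from the paper may come from them, as for control CD8+ T-like cells, at 2.51% by cluster and 1.68% by gates on marker UMIs.

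In both libraries Ddx3y, Eif2s3y and Uty were found (9453 and 8871, 4937 and 5929, and 1371 and 1524 UMIs) and Xist was nearly absent (7 and 6 UMIs), so the 2 libraries do not differ in the sex of the mice.

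Supplementary file 3 labels 22 genes as shared by vitiligo and dFB_r5 that Figure 5—figure supplement 1A places with IFNγ and dFB_r5. Both readings of the lists were used.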
